# Cardiac LXRα protects against pathological cardiac hypertrophy and dysfunction by enhancing glucose uptake and utilization

**DOI:** 10.15252/emmm.201404669

**Published:** 2015-07-14

**Authors:** Megan V Cannon, Herman HW Silljé, Jürgen WA Sijbesma, Inge Vreeswijk-Baudoin, Jolita Ciapaite, Bart van der Sluis, Jan van Deursen, Gustavo JJ Silva, Leon J de Windt, Jan-Åke Gustafsson, Pim van der Harst, Wiek H van Gilst, Rudolf A de Boer

**Keywords:** glucose metabolism, left ventricular hypertrophy, liver X receptor, nuclear receptor, O-GlcNAcylation

## Abstract

Pathological cardiac hypertrophy is characterized by a shift in metabolic substrate utilization from fatty acids to glucose, but the molecular events underlying the metabolic remodeling remain poorly understood. Here, we investigated the role of liver X receptors (LXRs), which are key regulators of glucose and lipid metabolism, in cardiac hypertrophic pathogenesis. Using a transgenic approach in mice, we show that overexpression of LXRα acts to protect the heart against hypertrophy, fibrosis, and dysfunction. Gene expression profiling studies revealed that genes regulating metabolic pathways were differentially expressed in hearts with elevated LXRα. Functionally, LXRα overexpression in isolated cardiomyocytes and murine hearts markedly enhanced the capacity for myocardial glucose uptake following hypertrophic stress. Conversely, this adaptive response was diminished in LXRα-deficient mice. Transcriptional changes induced by LXRα overexpression promoted energy-independent utilization of glucose via the hexosamine biosynthesis pathway, resulting in O-GlcNAc modification of GATA4 and Mef2c and the induction of cytoprotective natriuretic peptide expression. Our results identify LXRα as a key cardiac transcriptional regulator that helps orchestrate an adaptive metabolic response to chronic cardiac stress, and suggest that modulating LXRα may provide a unique opportunity for intervening in myocyte metabolism.

## Introduction

Pathological cardiac hypertrophy and remodeling ensue in response to sustained elevations in hemodynamic workload (Frey & Olson, 2003). A hallmark of this remodeling process is the alteration in myocardial energy metabolism which is necessitated by increased energy demand (Neubauer, 2007; Ventura-Clapier *et al*, 2011). Under normal physiological conditions, the heart predominantly consumes fatty acids (FA), whereas various stressors trigger a compensatory shift toward glucose, the preferred substrate for its oxygen-sparing effect in ATP production (Stanley *et al*, 2005; Opie & Knuuti, 2009). Despite the success of current pharmacological strategies which aim to reduce afterload and hypertrophic growth using beta blockers and inhibitors of the renin–angiotensin–aldosterone system, heart failure nevertheless remains a progressive disease with high morbidity and mortality. Interventions in metabolic remodeling therefore represent a promising therapeutic adjunctive for targeting pathological cardiac hypertrophy and development of heart failure (Ardehali *et al*, 2012).

Liver X receptors (LXRs) are nuclear receptors that have emerged as central metabolic regulators in various organ systems and cell types. At the molecular level, LXRs function as ligand-activated transcription factors that intricately regulate and coordinate cholesterol homeostasis, glucose and lipid metabolism, and inflammatory signaling. As such, the importance of LXRs in the cardiovascular system is mainly attributed to their atheroprotective effects in accelerating reverse cholesterol transport (Naik *et al*, 2006; Zhang *et al*, 2012), and reducing atherosclerotic lesion size and inflammation (Schuster *et al*, 2002; Joseph *et al*, 2003; Giannarelli *et al*, 2012). The biological functions of LXRs are mediated via two subtypes, LXRα (NR1H3), which is predominantly expressed in liver, adipose, intestine, and macrophages, but also in heart, kidney, adrenal gland, and lung, and LXRβ (NR1H2), expressed ubiquitously (Chen *et al*, 2005). LXRs reside in the nucleus where they heterodimerize with retinoid X receptor and are bound to cognate LXR response elements (LXREs) in regulatory regions of target genes (Peet *et al*, 1998).

Less is known regarding the role of LXR in pathological cardiac hypertrophy. LXRs have been implicated in blood pressure control by regulating renin gene expression *in vivo* (Morello *et al*, 2005). In blood pressure-independent models, the LXR agonist, T0901317 (T09), attenuated the hypertrophic response to pressure overload in mice (Kuipers *et al*, 2010), whereas this effect was exacerbated in LXRα-null mice (Wu *et al*, 2009). These studies, however, are limited by confounding systemic effects of pharmacological LXR activation and by the lack of agonist specificity. Therefore, it remains unclear whether LXRα directly affects the pathogenesis of hypertrophy. The purpose of the present study was to investigate the cardiospecificity of LXRα in modulation of myocardial metabolism and pathological hypertrophy by generating a murine model of cardiac-specific LXRα overexpression.

## Results

### Mice with cardiac-specific LXRα overexpression exhibit no overt cardiac phenotype at baseline or with aging

To study LXRα activation in the heart, we generated transgenic (LXRα-Tg) mice with cardiac-specific overexpression of murine LXRα driven by the cardiomyocyte-specific αMHC promoter (Fig1A). LXRα mRNA and protein expression were increased 130-fold and 9-fold, respectively (Fig1B, C and D). Heart weight in LXRα-Tg mice, as assessed by LV weight normalized to tibia length (LV/tibia), was marginally less compared to Wt (Fig1E). Mean arterial pressure (MAP) was unaltered in LXRα-Tg mice (Fig1F). Echocardiography-determined LV dimensions and function were comparable to Wt, and no differences in indices of contractility and intracardiac pressures, measured *in situ* with microtip catheterization, were observed (Supplementary Table S1). Histological analyses of ventricular sections stained with WGA-FITC or Masson’s trichrome displayed no evidence of abnormal cardiomyocyte morphology or collagen deposition in LXRα-Tg hearts (Fig1G). To verify whether overexpression indeed induced functionally active LXRα, we determined mRNA levels of well-described LXRα target genes (Tontonoz & Mangelsdorf, 2003) including *Srebp1c*, *Scd1*, and *Abca1*. These were significantly increased in LXRα-Tg mice (Fig1H). Furthermore, *Pgc1a*, a co-activator of LXR (Oberkofler *et al*, 2003), was also upregulated, plausibly to maintain LXRα in a constitutively active state. *Lxrb* expression was not changed. The long-term effects of cardiac-specific LXRα activation were also assessed in mice up to 12 months of age. Chronic LXRα activation did not impair gross cardiac morphology or function in aged mice (Supplementary Table S1). In summary, LXRα-Tg mice displayed normal physiological development, and all structural and functional cardiac parameters were within normal range.

**Figure 1:**
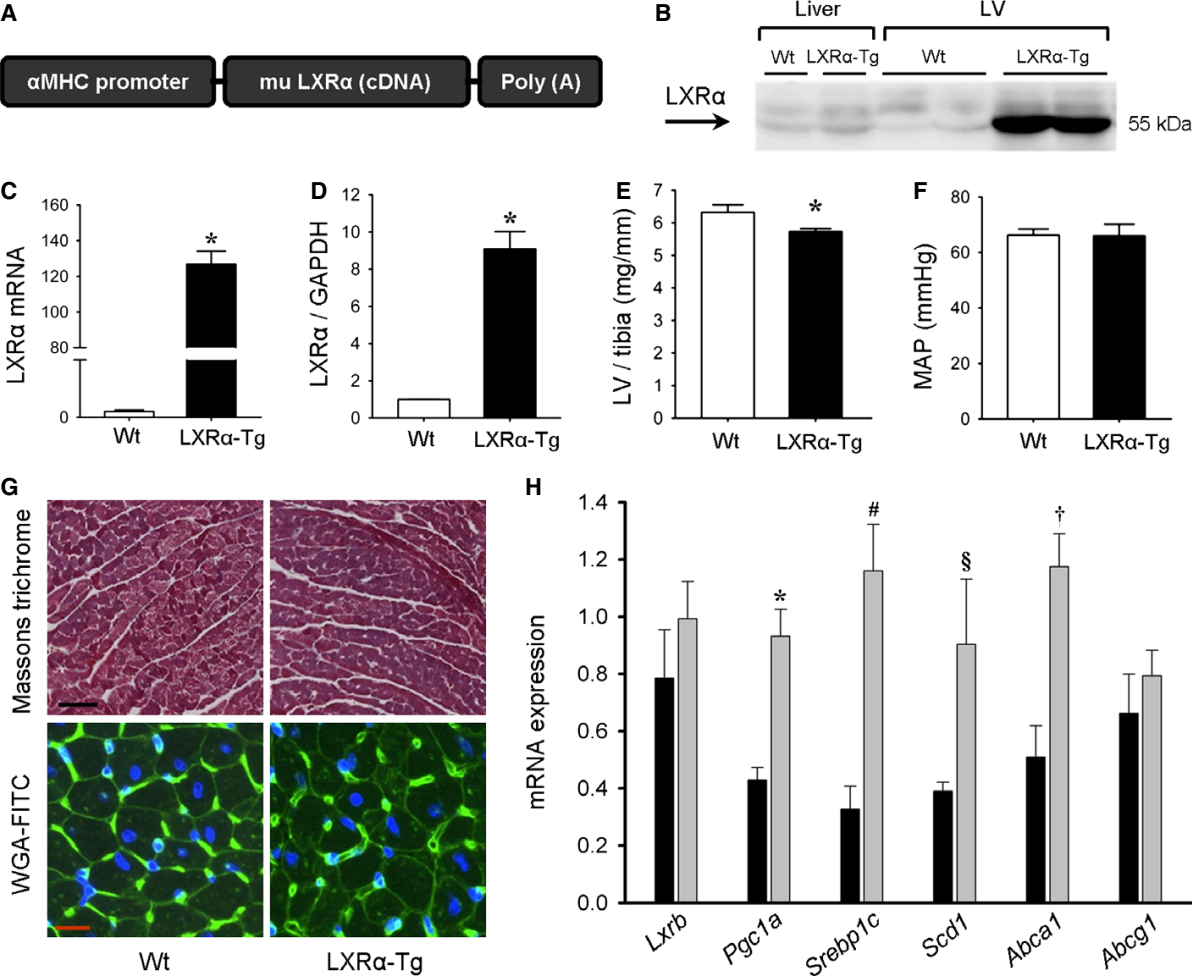
Baseline characterization of mice with cardiac-specific LXRα overexpression A Murine LXRα DNA construct for the generation of transgenic (LXRα-Tg) mice.

B–D Left ventricular LXRα expression in Wt and LXRα-Tg mice aged 12 weeks. (B) Western blot of LXRα in liver and LV tissue. Quantification of (C) mRNA expression (normalized to *36b4*; *n* = 6–8/group, *P < 0.00001 versus Wt) and (D) protein expression (normalized to GAPDH; *n* = 4/group, *P = 0.0001 versus Wt).

E LV weight to tibia length ratios (LV/tibia); *n* = 15/group. *P = 0.02.

F Assessment of mean arterial pressure (MAP) with *in situ* catheterization shows no significant differences.

G Representative Masson’s trichrome and wheat germ agglutinin (WGA)-FITC staining in cross-sectional LV, scale bars = 100 μm and 10 μm, respectively.

H Relative mRNA levels of known LXRα-associated and target genes assessed with RT–PCR; *n* = 8/group. *P = 0.0003, ^#^*P* = 0.0004, ^§^*P* = 0.043, ^†^*P* = 0.0009 versus Wt. Data information: Data are means ± SEM; Student’s paired 2-tailed *t*-test was used to compare groups. Source data are available online for this figure.

### LXRα overexpression attenuates pathological development of cardiac hypertrophy, fibrosis, and dysfunction

To evaluate specific effects of LXRα in pathological cardiac hypertrophy, mice were subjected to pressure overload by TAC for 5 weeks. Heart weights were similar between sham-operated Wt and LXRα-Tg groups (Fig2A). TAC caused significant increases in LV/tibia ratios; however, LXRα-Tg mice exhibited 24% less hypertrophy compared to Wt, which was further evidenced by reduced cardiomyocyte size (Fig2B and C). In comparison with LXRα-Tg mice, the greater degree of hypertrophy observed in Wt was attributable to larger increases in interventricular septal and LV free wall thicknesses, while no marked dilatation of the LV chamber was observed for either TAC group (Supplementary Table S2). To further assess the impact of LXRα on other parameters of myocardial remodeling, fibrosis was quantified in cross-sectional LV. Collagen deposition was only marginally detected in LXRα-Tg hearts following TAC, whereas this increased 4-fold in Wt (Fig2C and D). These anti-fibrotic effects were associated with less induction of genes involved in fibrogenesis, *Col1a1* and *Ctgf* (Fig2E). Following TAC, typical reactivation of the fetal gene program occurred in both groups, but to a lesser extent in LXRα-Tg mice (Fig2E). Interestingly, we observed elevated basal levels of natriuretic peptides, *Anp* and *Bnp*, in LXRα-Tg mice. In contrast, other gene markers representative of fetal gene activation were more strongly induced in Wt following TAC: αMHC to βMHC isoform transition (*Myh6/Myh7* ratio), *Acta1*, as well as the hypertrophic gene, *Rcan1*.

**Figure 2:**
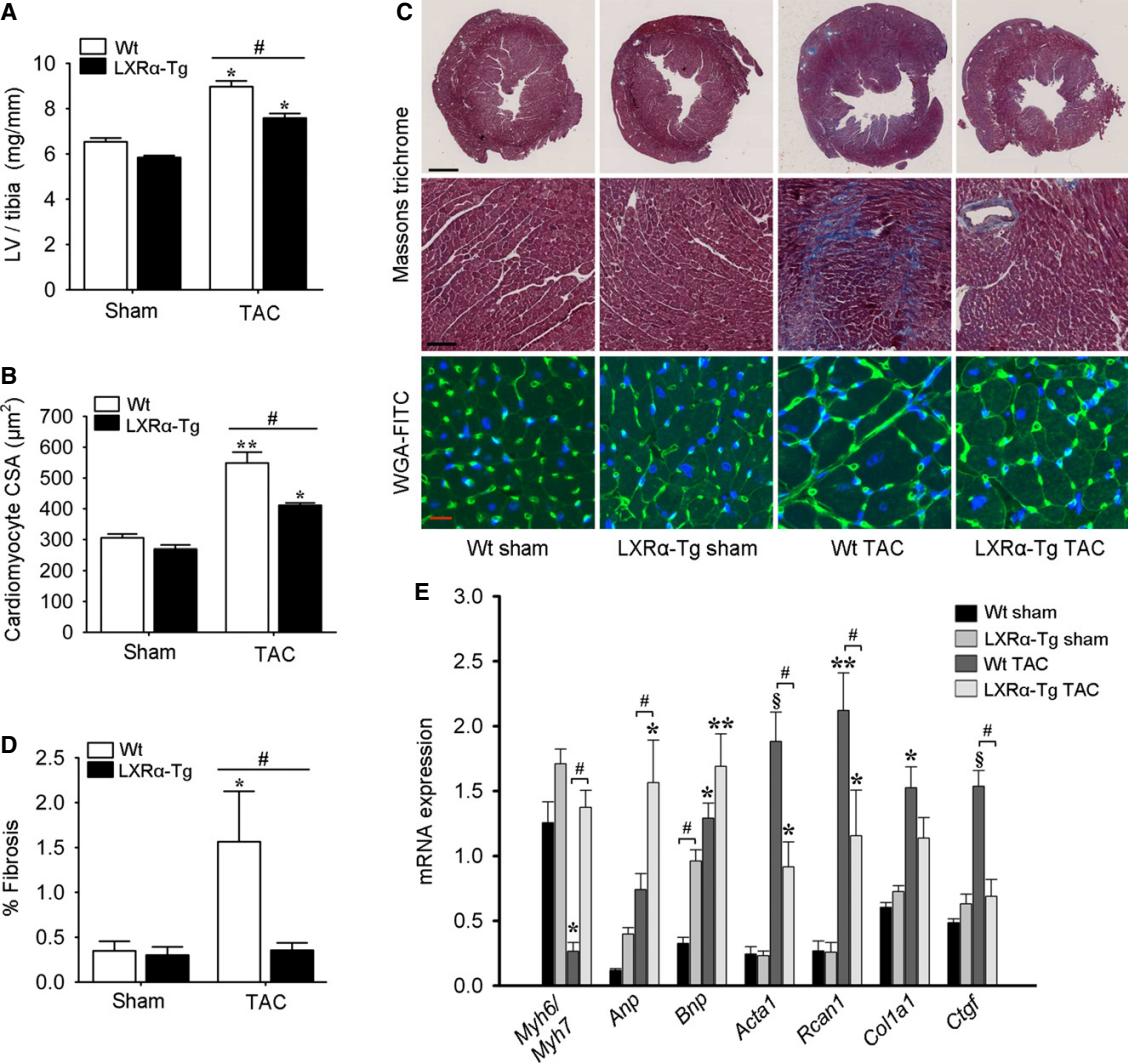
LXRα overexpression attenuates TAC-induced cardiac hypertrophy and fibrosis after 5 weeks LV/tibia ratios in sham- and TAC-operated Wt and LXRα-Tg mice; *n* = 21 Wt sham, *n* = 24 LXRα-Tg sham, *n* = 24 Wt TAC, *n* = 26 LXRα-Tg TAC. *P < 0.00001 versus respective sham, ^#^*P* = 0.00004.

Quantification of cardiomyocyte cross-sectional area from WGA-FITC-stained histological sections; *n* = 5 Wt sham, *n* = 4 LXRα-Tg sham, *n* = 5 Wt TAC, *n* = 3 LXRα-Tg TAC. **P = 0.00001 versus Wt sham, *P = 0.01 versus LXRα-Tg sham, ^#^*P* = 0.01.

Representative LV sections stained with WGA-FITC and Masson’s trichrome to assess cardiomyocyte hypertrophy and fibrosis, respectively; scale bars = 1 mm, 100 μm, 10 μm, from top to bottom.

Whole area percentage of fibrosis in Masson’s trichrome-stained sections; *n* = 8 per group, except *n* = 7 in Wt TAC group. *P = 0.02 versus Wt sham, ^#^*P* = 0.02.

Measurement of mRNA levels with RT–PCR to assess induction of fetal gene program, as well as hypertrophy (*Rcan1*) and fibrosis (*Col1a1, Ctgf*); *n* = 8 per group, except *n* = 7 in Wt TAC group. *Myh6/Myh7*: *P = 0.0001 versus Wt sham, ^#^*P* = 0.00001; *Anp*: *P = 0.0005 versus LXRα-Tg sham, ^#^*P* = 0.02; *Bnp*: *P = 0.0006 versus Wt sham, **P = 0.009 versus LXRα-Tg sham, ^#^*P* = 0.03; *Acta1*: ^§^*P* < 0.00001 versus Wt sham, *P = 0.01 versus LXRα-Tg sham, ^#^*P* = 0.001; *Rcan1*: **P = 0.00004 versus Wt sham, *P = 0.05 versus LXRα-Tg sham, ^#^*P* = 0.04; *Col1a1*: *P = 0.00003 versus Wt sham; *Ctgf*: ^§^*P* < 0.00001 versus Wt sham, ^#^*P* = 0.00001. Data information: Data are means ± SEM; one-way ANOVA with Bonferroni’s multiple comparison test was used to compare groups.

Functional evaluation revealed that Wt mice subjected to TAC achieved significantly less systolic LV thickening and demonstrated greater acceleration toward heart failure as fractional shortening declined 11% versus only 6% in LXRα-Tg (Fig3A). These functional improvements in LXRα-Tg mice were further accompanied by reduced intracardiac pressures (Fig3C and D). No changes in MAP or HR were recorded (Fig3B, Supplementary Table S2).

**Figure 3:**
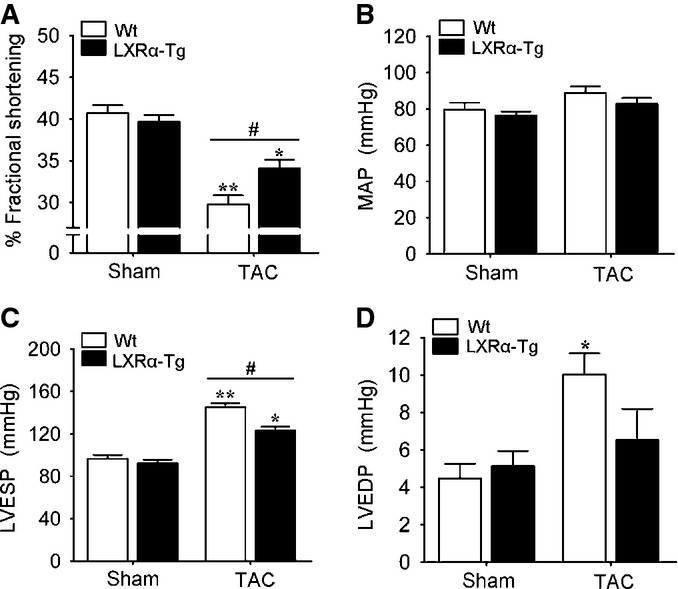
Reduced cardiac dysfunction in mice with cardiac LXRα activation in response to pathological pressure overload A Echocardiographic assessment of percent fractional shortening in mice subjected to 5 weeks of TAC; *n* = 19 Wt sham, *n* = 22 LXRα-Tg sham, *n* = 24 Wt TAC, *n* = 26 LXRα-Tg TAC. **P < 0.00001 versus Wt sham, *P = 0.0005 versus LXRα-Tg sham, ^#^*P* = 0.009.

B–D Hemodynamic measurements obtained *in situ* in sham- and TAC-operated mice; *n* = 6–8/group. (B) Mean arterial pressure (MAP) showed no significant differences. (C) LV end-systolic pressure (LVESP). **P < 0.00001 versus Wt sham, *P = 0.00004 versus LXRα-Tg sham, *P = 0.003. (D) LV end-diastolic pressure (LVEDP). *P = 0.02 versus Wt sham. Data information: Data are means ± SEM; one-way ANOVA with Bonferroni’s multiple comparison test was used to compare groups.

To determine whether cardiac LXRα overexpression affects early hypertrophic remodeling processes, mice were subjected to 1 week of TAC-induced pressure overload. Cardiac hypertrophy was present in Wt mice after 1 week of TAC; however, this was significantly attenuated in LXRα-Tg mice (Supplementary Fig S1A). Assessment of cardiac function with echocardiography indicated that function remained relatively compensated in TAC-operated mice (Supplementary Fig S1B). The effect of cardiac LXRα on hypertrophy, including expression of fetal genes (Supplementary Fig S1C), is comparable to what we observed in TAC after 5 weeks. Molecular determinants of inflammation were more strongly upregulated in Wt hearts compared to LXRα-Tg (Supplementary Fig S1D–G), whereas the anti-apoptotic factor, Bcl2, was significantly induced with LXRα overexpression (Supplementary Fig S1I and J). These data implicate an anti-inflammatory role for LXRα in the initial phase of hypertrophic pathogenesis, and possible protection against anti-apoptotic triggers.

To further verify that our observations were not model dependent, we conducted experiments with Ang II infusion over 10 days. Consistent with our findings from TAC experiments, LXRα-Tg mice showed reduced Ang II-induced myocardial hypertrophy and fibrosis with moderate improvements in hemodynamic parameters (Supplementary Fig S2). Taken together, these data demonstrate that cardiac-specific LXRα activation ameliorates adverse cardiac remodeling and dysfunction in mice in response to diverse pathological hypertrophic stimuli.

### LXRα overexpression induces transcriptional alterations in metabolic pathways

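LV gene expression was measured on Illumina mouse BeadChips, on which each RNA sample is labelled with biotin and read as 1 array. Of 13 arrays, 3 were labelled Wt sham, 4 Wt TAC, 3 LXRα-Tg sham and 3 LXRα-Tg TAC, from male mice of 4 months after 5 weeks of surgery. The record of the series gives 3 mice per group, and no source used here says which Wt TAC array was left out, so all 4 were kept. The arrays lay on 2 slides. Slide 1 held 2 Wt sham, 2 Wt TAC, 1 LXRα-Tg sham and 1 LXRα-Tg TAC array, and slide 2 held 1, 2, 2 and 2. The authors deposited a background-subtracted signal intensity and a detection p-value for each of 25697 probes. Detected probes numbered 9454 to 10392 per array, with a median of 9975 in Wt sham, 10259.5 in Wt TAC, 10189 in LXRα-Tg sham and 9829 in LXRα-Tg TAC. The number of arrays limits the precision of every comparison. Signals were corrected for background and quantile normalized with neqc of limma, and 7837 genes were tested, each by its brightest probe detected on at least 3 arrays. All 4 groups entered 1 fit, and p-values were adjusted by the method of Benjamini and Hochberg. Normalization between arrays keeps most genes level, so a shift shared by most genes would not be seen.

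Nr1h3, which encodes LXRα and is the gene the transgene carries, fell into 2 levels over the 13 arrays. Its signal was 25187 to 31975 on 5 arrays and 163 to 397 on the other 8. The high values lie near the highest signal of each array, which was 26585 to 35350 over the 13. The high level was found on the array labelled LXRα-Tg sham replicate 3 and on those labelled LXRα-Tg TAC replicates 1 and 2, but also on those labelled Wt sham replicate 3 and Wt TAC replicate 2. The low level was found on the arrays labelled LXRα-Tg sham replicates 1 and 2 and LXRα-Tg TAC replicate 3. Thus 5 of the 13 arrays went against their genotype label, 2 on slide 1 and 3 on slide 2. Another Nr1h3 probe read 2258 to 4985 on the same 5 arrays and 10.6 to 23.1 on the others. The paper's RT-PCR and protein measures of other mice run from low in Wt to high in LXRα-Tg (Fig 1B, C and D), which does not settle the labels of these arrays. The construct holds murine NR1H3 behind the αMHC promoter, and no reporter is named. Eif2s3y, a gene of the Y chromosome, was not detected on the arrays labelled Wt sham replicate 1 (signal −3.9) and LXRα-Tg TAC replicate 3 (−1.6), and read 92.8 to 449 on the other 11. Xist, the transcript of the inactive X chromosome, read 32.0 and 24.8 on those 2 arrays and at most 7.1 elsewhere. By its other probe it read 6.6, not detected, on Wt sham replicate 1, 19.7 on LXRα-Tg TAC replicate 3 and up to 11.0 elsewhere. The lowest detected signal was 18.1 and 18.2 on those 2 arrays, so Xist lay near the floor. Both genes were chosen after their values were seen. No array was moved or left out for this. Every direction below, between genotypes or between sham and TAC, thus holds for the groups as labelled. No transcript was used to check the surgery labels. Where a genotype label is wrong, the surgery label of that array can be wrong too.

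**Figure D1:**
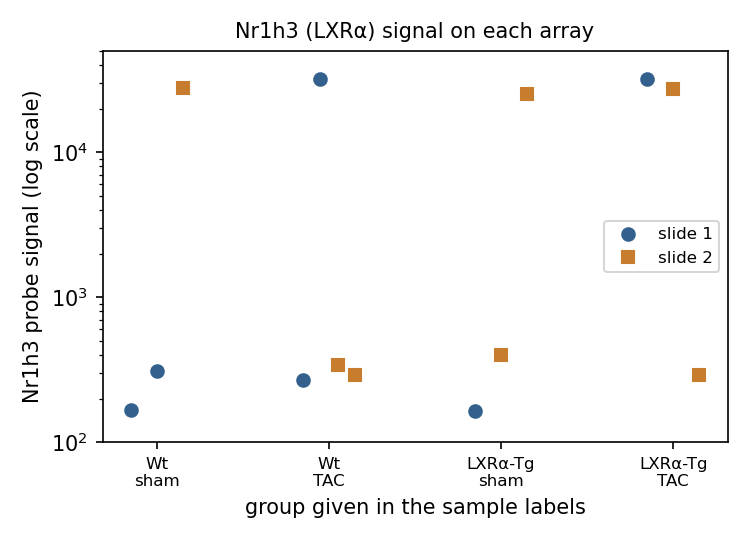
Nr1h3 signal (background-subtracted intensity, log axis) of each of the 13 arrays by labelled group; circles are arrays of slide 1 and squares arrays of slide 2. The 5 high arrays lie between 25187 and 31975 and hold 2 labelled Wt, and the 8 low arrays lie between 163 and 397 and hold 3 labelled LXRα-Tg.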

Gene profiling of the LV transcriptome was performed to uncover the molecular basis for the cardioprotective phenotype observed in LXRα-Tg mice (Supplementary Fig S3, Supplementary Table S3). Basal LXRα overexpression induced substantial changes in genes relating to metabolism (Fig4A). 

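In the arrays labelled LXRα-Tg sham, genes of the extracellular matrix (17 of 39 called by limma) and of hypertrophy (5 of 16) lay higher as lists than in those labelled Wt sham (n = 3 each). By limma camera, which sets a list against all other genes, the adjusted p was 3.6e-24 and 6.9e-12 (adjusted p = 0.0808 for each with an estimated correlation). Genes of FA oxidation (1 of 26 called), of branched-chain amino acid breakdown (0 of 17) and of the TCA cycle (0 of 14) lay lower as lists by camera (adjusted p = 4.8e-09, 4.8e-09 and 8.5e-05; adjusted p = 0.206, 0.0808 and 0.149 with an estimated correlation). Timp1, an inhibitor of matrix metalloproteinases, stood at 8.79 ± 0.78 on the log2 scale (SD, n = 3) against 6.18 ± 0.07, a log2 fold change of 2.61 (standard error 0.41, adjusted p = 0.0187 from limma). Myh7, the fetal β-myosin heavy chain, stood at 8.78 ± 1.33 against 5.97 ± 0.25, a log2 fold change of 2.81 (standard error 0.61, adjusted p = 0.0400 from limma). Its signal was 890 and 764 on LXRα-Tg sham replicates 1 and 2, with low Nr1h3, and 132 on replicate 3, with high Nr1h3. Ces1d, a carboxylesterase that hydrolyses triglycerides, fell by 1.45 on the log2 scale (standard error 0.29, adjusted p = 0.0320 from limma).

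Of 39 measured genes of the matrix and fibrosis, 17 rose and 0 fell, and 28 were higher and 1 lower when adjusted over the list alone. The cartilage matrix glycoprotein Comp, detected on 2 of the 3 Wt sham arrays, rose by 2.48, and the microfibril proteins Mfap4 and Mfap5 rose by 2.25 and 1.98 on the log2 scale. The median of the list was 0.94. Of 16 hypertrophy and fetal genes, 5 rose and 0 fell (13 higher when adjusted over the list alone), with a median of 1.07. They include the calcineurin regulator Rcan1 (1.86; 3.05 by its other probe), the growth factor Ccn2 (1.67) and the sarcomere protein Ankrd23 (1.49). Meox1, a homeobox transcription factor, rose by 2.31 (standard error 0.40), and Il15, a cytokine, fell by 1.12 (standard error 0.23; −0.48 and −1.09 by its other probes).

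Among genes of metabolism, Slc27a1, an FA transporter, fell by 0.98 (standard error 0.19, limma adjusted p = 0.0294) and was the only 1 of 26 genes of FA uptake and oxidation to pass, with 5 lower when adjusted over the list alone. The list had a median of −0.42. Of 17 genes of branched-chain amino acid breakdown, 0 passed limma's test over all genes and 9 were lower when adjusted over the list alone, with a median of −0.55. The TCA cycle, 14 genes with 0 called, had a median of −0.35. Pank1, which starts coenzyme A synthesis, fell by 0.95 (standard error 0.20) by its brightest probe, and its other probe gave −0.20. Gpx7, a glutathione peroxidase of the endoplasmic reticulum, rose by 0.73 (standard error 0.15, limma adjusted p = 0.0363). The 14 measured LXR target genes, 0 of them called and 1 lower when adjusted over the list alone, had a median of −0.23 (camera adjusted p = 0.0102; adjusted p = 0.206 with an estimated correlation). Abca1 and Abcg1, cholesterol exporters that LXR induces, were detected on 0 arrays, and Srebf1 on 2.

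In all, 102 genes rose and 22 fell by limma, and 732 were higher and 528 lower at an unadjusted p under 0.05. The methods' t-test called 0 genes after the same adjustment (1036 without it). The methods' comparison with Bonferroni correction called 522, and 0 when that adjustment was added to the Bonferroni correction. Under median scaling 174 rose and 2 fell, and Il15 (−0.96), Slc27a1 (−0.76) and Pank1 (−0.78) no longer passed. Metabolic lists hold 233 of the genes tested (2.97%), and they held 1 of the 102 that rose (0.98%, Fisher's exact test, two-sided, p = 0.375) and 1 of the 22 that fell (4.55%, Fisher's exact test, p = 0.486). At an unadjusted p under 0.05 they held 4 of the 732 higher (0.55%) and 45 of the 528 lower genes (8.52%), and with array weights 1.19% of the called higher genes (Fisher's exact test, p = 0.0476) and 9.29% of the called lower genes (Fisher's exact test, p = 0.000256). Markers of atrial cardiomyocytes moved with these groups, with a median of 1.81 over 7 genes (camera adjusted p = 0.0352; adjusted p = 0.322 with an estimated correlation). Of these, Dkk3 rose by 1.81, and 4 were higher and 1 lower when adjusted over the list alone. Of 11 fibroblast markers 3 rose (3 when adjusted over the list alone), and of 11 macrophage markers 0 passed limma's test over all genes and 5 were higher when adjusted over the list alone. The array labelled Wt sham replicate 3 also held transcripts of other organs. On it, 13 of the 14 liver and 8 of the 9 kidney markers found on any array were detected (30 of each listed). The count rests on few arrays: 0 genes passed limma's test without Wt sham replicate 1 or LXRα-Tg sham replicate 2, 12 without Wt sham replicate 2, 11 without LXRα-Tg sham replicate 3, 48 without LXRα-Tg sham replicate 1, 0 on slide 1 alone, 6 on slide 2 alone and 120 with slide as a block. Without the 5 arrays whose Nr1h3 goes against the label, a choice made after the data were seen, LXRα-Tg sham holds replicate 3 alone, assumed to vary like the other groups, and 6 genes passed limma's test, 0 of them among the 124. The 124 genes, chosen on these same arrays, then had a median change of 1.15 in the called direction against 1.13, and their median standard error grew from 0.213 to 0.298. Without the 2 arrays lacking Eif2s3y the 124 genes had a median change of 1.04 (median standard error 0.235), and with the atrial marker mean as a covariate 1.03 (0.28), and 0 genes passed limma's test in either setting.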

To further investigate microarray pathway analysis, mRNA levels of several key genes regulating FA and glucose metabolism were determined (Supplementary Fig S4). In LXRα-Tg hearts, glycolysis-related genes were more differentially expressed, including upregulation of the glucose transporters, *Glut1* and *Glut4*, as well as *Pdk4,* regulating pyruvate oxidation in mitochondria.

**Figure 4:**
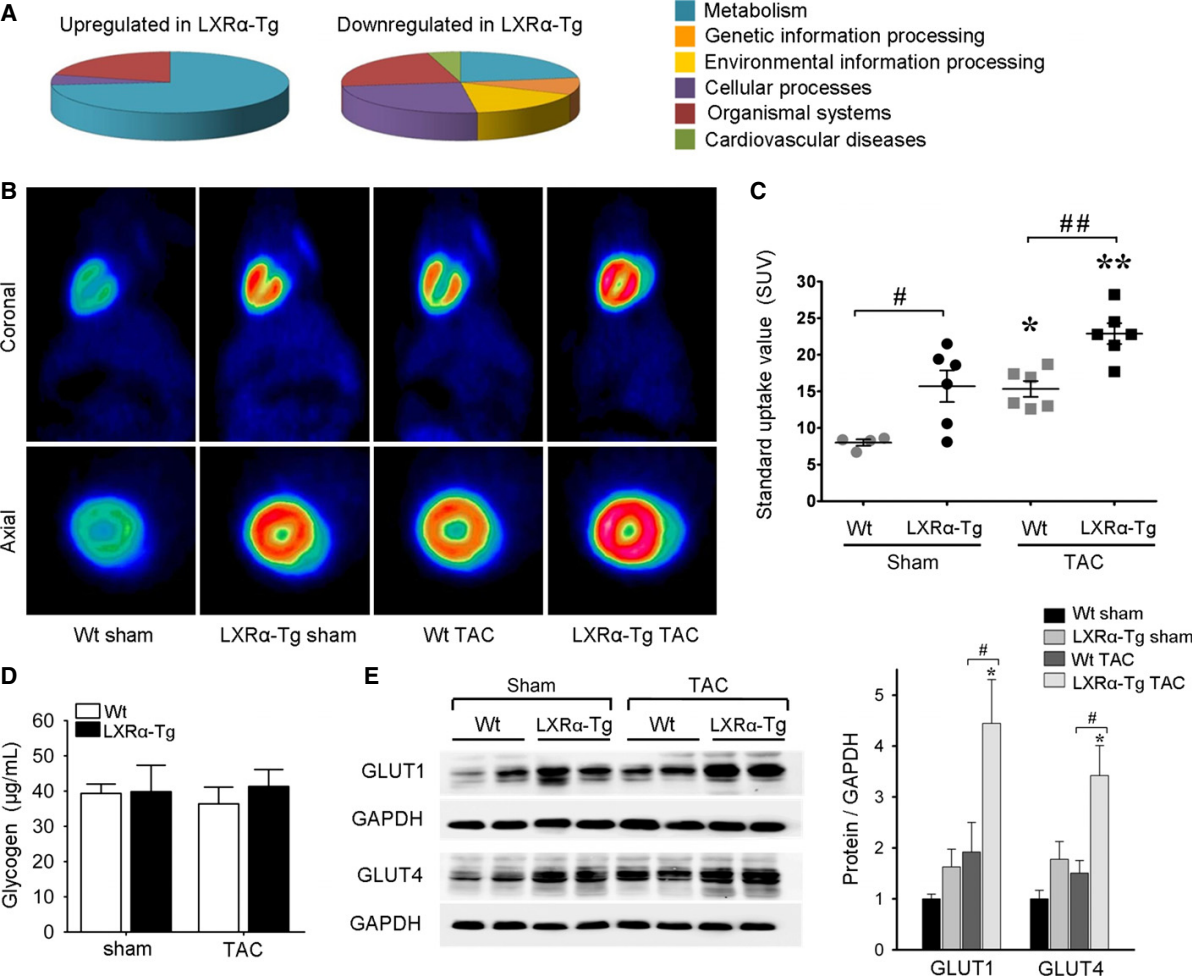
Cardiac LXRα overexpression enhances myocardial glucose uptake Classification of genes differentially expressed in LXRα-Tg hearts (see Supplementary Fig S3).

Representative ^18^F-FDG images with microPET in the coronal and axial planes in Wt and LXRα-Tg mice 5 weeks post-TAC.

Myocardial FDG uptake measured as standard uptake value (SUV); *n* = 4–6/group. *P = 0.04 versus Wt sham, **P = 0.02 versus LXRα-Tg sham, ^#^*P* = 0.03, ^##^*P* = 0.01.

Quantification of myocardial glycogen content shows no significant differences; *n* = 5 per sham group, *n* = 7 per TAC group.

GLUT protein expression in LV tissue normalized to GAPDH; *n* = 6/group. Glut1: *P = 0.01 versus LXRα-Tg sham, ^#^*P* = 0.03; Glut4: *P = 0.03 versus LXRα-Tg sham, ^#^*P* = 0.01. Data information: Data are means ± SEM; one-way ANOVA with Bonferroni’s multiple comparison test was used to compare groups. Source data are available online for this figure.

TAC provoked parallel transcriptional alterations in Wt and LXRα-Tg mice, downregulating FA metabolism and similarly upregulating pathways pertaining to extracellular remodeling and cardiovascular disease. However, the comparison between differentially expressed genes in hypertrophic hearts was most striking for LXRα-Tg where more than 50% of upregulated genes clustered into metabolic pathways, for example, glutathione metabolism. Collectively, these expression data convey that LXRα activation transcriptionally reprograms metabolic pathways in the heart, specifically glucose metabolism.

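As lists, matrix and hypertrophy genes lay higher on the arrays labelled Wt TAC than on those labelled Wt sham, with adjusted p = 9.2e-06 and 0.0111 by limma camera (adjusted p = 0.508 and 0.542 with an estimated correlation). They lay lower on those labelled LXRα-Tg TAC than on those labelled LXRα-Tg sham, with adjusted p = 7.8e-16 and 2.1e-09 by camera (adjusted p = 0.167 for each with an estimated correlation). The median change of the matrix list was 0.31 in Wt (n = 4 TAC and 3 sham), with 32 of 39 genes above 0, and −0.46 in LXRα-Tg (n = 3 each), with 3 above 0. The hypertrophy list had medians of 0.39 and −0.67. FA uptake and oxidation genes had medians of −0.09 in Wt and 0.21 in LXRα-Tg.

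For FA oxidation the adjusted p by camera was 0.173 in Wt, which did not pass, and 0.000115 in LXRα-Tg (adjusted p = 0.430 with an estimated correlation). When adjusted over the list alone, 6 matrix genes and 4 hypertrophy genes were lower and 1 FA oxidation gene was higher in LXRα-Tg after TAC, and 0 genes of these lists passed in that way in Wt. Nppa, the atrial natriuretic peptide, had log2 fold changes after TAC of 0.61 (standard error 0.47) in Wt and −0.26 (0.50) in LXRα-Tg, neither past the test; its signal reached 32019, near the highest of the arrays, so the size of its changes can be understated. Col1a1, a fibrillar collagen, had 0.58 (standard error 0.30) in Wt and −0.62 (0.32) in LXRα-Tg. The fetal myosin Myh7 had 0.54 and −2.75, Timp1 0.83 and −1.78, and skeletal actin Acta1 1.19 and −1.16, none past the test. The Acta1 signal averaged 23480 on the LXRα-Tg sham arrays, high in the range of the arrays, so its changes can be understated too. Synthesis of FA and of cholesterol lay lower in Wt after TAC, with medians of −0.12 and −0.15 (camera adjusted p = 0.0254 for each; adjusted p = 0.508 and 0.515 with an estimated correlation). In LXRα-Tg, LXR target genes lay higher by a median of 0.33 (camera adjusted p = 0.000262; adjusted p = 0.167 with an estimated correlation), and macrophage markers lower by a median of −0.46 (camera adjusted p = 2.0e-05; adjusted p = 0.167 with an estimated correlation). Fibroblast markers lay lower there too, by a median of −0.07 over 11 genes, with 2 lower when adjusted over the list alone (camera adjusted p = 0.0139; adjusted p = 0.222 with an estimated correlation). Atrial markers moved with the Wt groups, with a median of 1.10 (camera adjusted p = 0.0225; adjusted p = 0.508 with an estimated correlation).

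By the test of the difference itself, TAC in LXRα-Tg against TAC in Wt, the medians were −0.77 for the matrix, −0.92 for hypertrophy and 0.26 for FA oxidation (camera adjusted p = 1.2e-15, 1.8e-08 and 0.000502; adjusted p = 0.15, 0.15 and 0.377 with an estimated correlation). Over the 7837 genes, which are not independent replicates, the TAC effects in Wt and LXRα-Tg had a Pearson correlation of −0.348, against −0.0228 on slide 1 alone and 0.0449 on slide 2 alone. Gene by gene, 0 passed limma's test in Wt (539 at an unadjusted p under 0.05) 0 in LXRα-Tg (552) and 0 for the difference (803), where chance gives 392. The methods' t-test called 0 genes in Wt and in LXRα-Tg after the same adjustment. So did the methods' comparison with Bonferroni correction when that adjustment was added to it. Arrays with Nr1h3 against the label are in all 4 groups; without these 5, a choice made after the data were seen, 1 list passed in Wt and 1 gene in LXRα-Tg, where the sham group then holds 1 array, assumed to vary like the other groups. Under median scaling the median of all genes moved to 0.19 in Wt and −0.17 in LXRα-Tg, and the medians of FA oxidation were then 0.07 and 0.14 and that of FA synthesis in Wt 0.06.

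**Figure D2:**
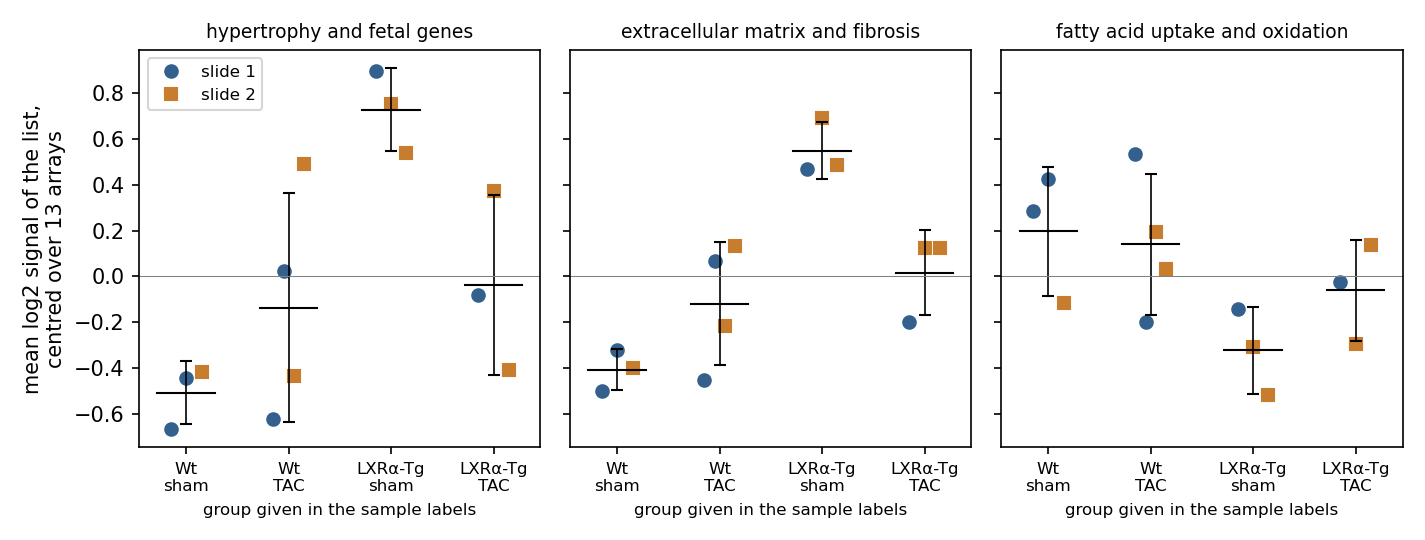
Mean centred log2 signal of the hypertrophy, matrix and FA oxidation lists on each of the 13 arrays by labelled group; points are arrays, lines group means and bars SD. In hypertrophy the 3 LXRα-Tg sham arrays lie between 0.54 and 0.90 and the 3 Wt sham arrays between −0.67 and −0.42.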

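After TAC, LXR target genes as a list lay higher on the arrays labelled LXRα-Tg (n = 3) than on those labelled Wt (n = 4), by a median of 0.23, with 11 of 14 above 0 (limma camera adjusted p = 0.0136; adjusted p = 0.589 with an estimated correlation). Under median scaling, where the median of all genes was −0.20, that of LXR targets was −0.02. By array, the centred list mean was 0.28, 0.02 and 0.33 on LXRα-Tg TAC replicates 1, 2 and 3, of which replicate 3 has low Nr1h3. It was −0.26, −0.10, −0.24 and 0.01 on Wt TAC replicates 1, 2, 3 and 4, of which replicate 2 has high Nr1h3. The highest value thus lay on an array with low Nr1h3. Genes of cholesterol synthesis and uptake also lay higher as a list (0.19, 11 of 14 above 0, camera adjusted p = 0.0166; adjusted p = 0.713 with an estimated correlation). FA uptake and oxidation genes lay lower, at −0.15, with 3 of 26 above 0 (camera adjusted p = 0.0193; adjusted p = 0.877 with an estimated correlation) and no longer passed camera under median scaling. Glutathione metabolism, the pathway of the antioxidant glutathione and its transferases, had 21 of 37 genes above 0 and 0 called by limma.

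For glutathione metabolism the median was 0.0092, the mean −0.028 and the direction of camera lower, with an adjusted p of 0.922 (adjusted p = 0.941 with an estimated correlation). Gpx7 had a log2 fold change of 0.08 (standard error 0.14, limma adjusted p = 0.988). Scd1, a desaturase that LXR induces, stood at 9.47 ± 0.61 in LXRα-Tg (SD, n = 3) and 7.97 ± 0.89 in Wt (SD, n = 4), a log2 fold change of 1.51 (standard error 0.48, limma adjusted p = 0.988). In sham hearts Scd1 lay the other way, at 8.30 ± 0.55 in LXRα-Tg and 8.98 ± 0.75 in Wt (SD, n = 3 each). Between TAC groups the energy sensor subunit Prkaa2 had −0.73 and the transcription factor Mef2c −0.48, neither past the test. Matrix genes had a median of 0.09 and endothelial markers 0.11 (camera adjusted p = 0.0407 for the latter; adjusted p = 0.713 with an estimated correlation). Under median scaling the medians were −0.10 for the matrix and −0.13 for endothelial markers, and endothelial markers no longer passed camera. When adjusted over the list alone, 0 genes of these lists passed.

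Of all genes, 0 passed limma's test, 0 the methods' t-test after the same adjustment, and 0 their Bonferroni comparison with that adjustment added. At an unadjusted p under 0.05, 146 were higher and 224 lower by limma. Under median scaling 21 were higher, and without Wt TAC replicate 1 or 4 the number was 97 or 229. Of those 146, 8 (5.48%) belong to the metabolic lists, and of the 224 that were lower, 6 (2.68%), against 2.97% of all genes tested. The share of the higher was 1.35% without LXRα-Tg TAC replicate 1 (3 of 222), 3.36% without replicate 2 of that group, 3.09%, 3.47% and 2.62% without Wt TAC replicates 1, 3 and 4, 2.55% on slide 1 and 2.63% on slide 2. Pathway classes here are 11 lists, not the database behind the paper's classes, which the paper's text used here does not name. Nr1h3 itself had a log2 fold change of 2.88 (standard error 2.36, limma adjusted p = 0.988), and without the 5 arrays that go against their label 7 genes passed, a choice made after the data were seen. On slide 1, which holds 1 LXRα-Tg TAC array against 2 of Wt TAC, 71 genes passed, and on slide 2 alone 0. Of 30 listed liver markers, 14 were detected on any array. The array labelled LXRα-Tg TAC replicate 1 held all 14, and that labelled Wt TAC replicate 4 held 12. A lone array on a slide is assumed to vary like the other groups.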

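No gene of glucose uptake and glycolysis passed the test between the arrays labelled LXRα-Tg and Wt, in sham hearts or after TAC. Slc2a1 (Glut1), the basal glucose transporter, stood at 7.81 ± 0.56 on the log2 scale in LXRα-Tg sham and 7.95 ± 0.23 in Wt sham (SD, n = 3 each). Slc2a4 (Glut4), the insulin-responsive transporter, stood at 9.63 ± 0.26 and 9.97 ± 0.12. Pdk4, the kinase that inhibits pyruvate dehydrogenase, stood at 12.04 ± 1.14 in LXRα-Tg TAC (SD, n = 3) and 11.29 ± 0.42 in Wt TAC (SD, n = 4).

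Between sham groups the log2 fold change of Slc2a1 was −0.14 (standard error 0.25, limma adjusted p = 0.844), that of Slc2a4 −0.34 (standard error 0.16, limma adjusted p = 0.321) and that of Pdk4 −0.51 (standard error 0.49, limma adjusted p = 0.683). Hexokinase 2, Hk2, had −0.40 (standard error 0.14, limma adjusted p = 0.168). Between TAC groups, Slc2a1 had 0.19, Slc2a4 −0.12, Pdk4 0.75 and Hk2 −0.06, none past the test. Over 16 genes of glucose uptake and glycolysis, 0 were called in either comparison and 0 when adjusted over the list alone, with medians of −0.07 in sham hearts and 0.11 after TAC (camera adjusted p = 0.321 and 0.100). Under median scaling these medians were 0.05 and −0.12, and the median of all genes in sham hearts was 0.15. The pyruvate dehydrogenase complex and its regulators, 9 genes with 0 called and 2 lower when adjusted over the list alone, had a median of −0.32 in sham hearts (camera adjusted p = 0.00177; adjusted p = 0.117 with an estimated correlation). The 7 genes of the hexosamine pathway, which makes the donor of O-GlcNAc, had medians of 0.13 and 0.11, and the 8 of the pentose phosphate pathway −0.13 and −0.01, with 0 of either called by limma. The TAC effect on glycolysis differed between the genotypes by a median of 0.22 (camera adjusted p = 0.0365; adjusted p = 0.15 with an estimated correlation). Under median scaling that difference was −0.06 and no longer passed camera. Directions between Wt and LXRα-Tg hold for the groups as labelled.

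From its expression data taken as a whole, the paper states that LXRα activation shifts the transcription of metabolic pathways in the heart, and of glucose metabolism in particular. It then turns to uptake of a labelled glucose analog in living mice to ask whether this programme has a functional counterpart.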

### Constitutive LXRα activation enhances myocardial glucose uptake and utilization

We next evaluated whether global transcriptional changes relating to glucose metabolism translated into a functional metabolic outcome. To this end, *in vivo* glucose uptake measurements were performed in a separate sham/TAC cohort (*n* = 22) by injecting mice with FDG and using microPET imaging modality. Basal myocardial FDG-glucose uptake was 1.9-fold higher in LXRα-Tg mice compared to Wt, indicating a greater propensity for glucose utilization. Consistent with previous reports showing a substrate shift to glucose following hypertrophic perturbation (Liao *et al*, 2002; Voelkl *et al*, 2012), TAC lead to a substantial increase in FDG-glucose uptake in both groups. Wt mice achieved 90% increase, which subsequently matched basal LXRα-Tg levels. On the other hand, TAC-operated LXRα-Tg mice exhibited comparatively even greater capacity for glucose uptake that was augmented 50% above both basal LXRα-Tg levels and that of Wt TAC cohorts (Fig4B and C). Increased glucose uptake in LXRα-Tg hearts did not impact systemic blood glucose levels as no significant differences in basal levels prior to scan, nor under fasted conditions (Supplementary Table S1), were observed. Furthermore, enhanced glucose uptake was not stored, but rather utilized since myocardial glycogen content was unaltered (Fig4D).

Expression levels of several key proteins involved in substrate metabolism and regulation were measured. In concert with FDG-glucose uptake levels, GLUT1 and GLUT4 protein levels were increased in LXRα-Tg hearts (Fig4E), suggesting their membrane translocation and functionality. No appreciable differences between LXRα-Tg and Wt were observed for hexokinase 2 (HK2), the enzyme catalyzing the first step in glycolysis, nor phosphorylated-AMPK, a key metabolic regulator in response to increased workload and energetic stress, as well as for CD36 regulating myocardial FA uptake (Supplementary Fig S5). In summary, enhanced myocardial glucose uptake evidenced in LXRα-Tg mice in the stressed and non-stressed state is associated with induction of GLUT1 and GLUT4.

### LXRα-deficient mice manifest reduced myocardial glucose uptake capacity in response to TAC

To gain further insight into LXRα regulation of myocardial metabolism in cardiac hypertrophy, loss-of-function studies were performed in LXRα^−/−^ mice (Supplementary Table S4). Following 5 weeks of pressure overload, both WT and LXRα^−/−^ mice developed LV hypertrophy (Fig5A). The relative increases in LV/tibia ratios were considerably higher for LXRα^−/−^ compared to WT, 50% versus 30%, albeit not significantly different from each other. Furthermore, LXRα-deficient hearts exhibited a greater tendency toward cardiac dysfunction (Fig5B and C). Activation of the fetal gene program occurred to a similar extent in both LXRα^−/−^ and WT mice (Fig5D–G).

**Figure 5:**
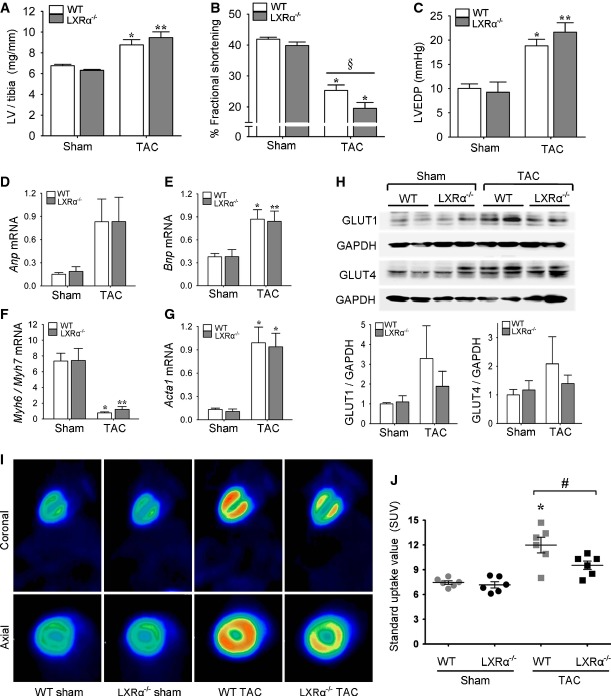
LXRα-null mice manifest reduced myocardial glucose uptake capacity in response to TAC A LV/tibia ratios in sham- and TAC-operated WT and LXRα^−/−^ mice; *n* = 10 WT sham, *n* = 8 LXRα^−/−^ sham, *n* = 12 WT TAC, *n* = 10 LXRα^−/−^ TAC. *P = 0.006 versus WT sham, **P = 0.00008 versus LXRα^−/−^sham.

B, C Cardiac functional assessment at 5 weeks post-TAC. (B) Percent fractional shortening determined with echocardiography; *n* = 10 WT sham, *n* = 7 LXRα^−/−^ sham, *n* = 12 WT TAC, *n* = 10 LXRα^−/−^ TAC. *P < 0.00001 versus respective sham, ^§^*P* = 0.06. (C) LV end-diastolic pressure (LVEDP) recorded *in situ*; *n* = 10 WT sham, *n* = 7 LXRα^−/−^ sham, *n* = 10 WT TAC, *n* = 9 LXRα^−/−^ TAC. *P = 0.001 versus WT sham, **P = 0.00005 versus LXRα^−/−^ sham.

D–G Relative mRNA gene expression as determined by RT–PCR, normalized to *36b4*; *n* = 8/group. *Anp*: no significant differences; *Bnp*: *P = 0.01 versus WT sham, **P = 0.03 versus LXRα^−/−^ sham; *Myh6/Myh7*: *P = 0.0002 versus WT sham, **P = 0.0003 versus LXRα^−/−^ sham; *Acta1*: *P = 0.001 versus respective sham.

H Western blot detection of GLUT protein expression in LV tissue normalized to GAPDH, expressed as fold change, shows no significant differences among groups; *n* = 6–8/group.

I Representative ^18^F-FDG-microPET scans.

J Myocardial FDG uptake quantified as standard uptake value (SUV); *n* = 6/group. *P = 0.0001 versus WT sham, ^#^*P* = 0.047. Data information: Data are means ± SEM; one-way ANOVA with Bonferroni’s multiple comparison test was used to compare groups. Source data are available online for this figure.

The metabolic response of LXRα-null hearts to hypertrophic perturbation was assessed by evaluating myocardial glucose uptake and GLUT expression. Both GLUT1 and GLUT4 were evidently less upregulated in LXRα^−/−^ hearts in response to TAC (Fig5H). Furthermore, FDG-glucose analysis with microPET revealed that LXRα^−/−^ mice demonstrated an inability to normalize the increases in glucose uptake levels achieved in pressure overload-induced hypertrophy (Fig5I and J, Supplementary Fig S6). Myocardial glucose uptake increased 1.6-fold in WT, but only 1.3-fold in LXRα^−/−^ mice. Overall, loss of LXRα resulted in a more progressive deterioration of function following TAC that was associated with a compromised adaptive capacity to augment glucose uptake.

### Mitochondrial oxidative capacity of pyruvate is unaltered by chronic LXRα overexpression

To assess whether LXRα-Tg mice displayed increased mitochondrial capacity to oxidize glucose-derived substrates, we determined oxidative phosphorylation in permeabilized LV muscle fibers in the presence of pyruvate in an additional sham/TAC cohort (*n* = 26). Basal (state 2) and maximal ADP-stimulated (state 3) oxygen consumption rates did not differ among stressed and unstressed LXRα-Tg and Wt hearts (Supplementary Fig S7A), indicating that the capacity for pyruvate oxidation was neither impaired nor enhanced by LXRα overexpression or by TAC. Citrate synthase activity, a marker of mitochondrial density to which all respirometry measurements were normalized, was similar for all groups (Supplementary Fig S7B).

Interestingly, we recorded increased state 2 and state 3 respiration rates with palmitoyl (C16)-carnitine in LXRα-Tg, suggesting a trend toward increased capacity to oxidize FA (Supplementary Fig S7C). This may be due to a reciprocal effect on pyruvate oxidation by *Pdk4*, which was induced in LXRα-Tg (Supplementary Fig S4A). The respiratory control ratio, indicative of overall mitochondrial function (Brand & Nicholls, 2011), tended to be higher for palmitoyl-carnitine in stressed and unstressed hearts overexpressing LXRα (Supplementary Fig S7D). Further lipid profiling revealed increased myocardial leanness in LXRα-Tg hearts (Supplementary Fig S8), despite induction of several lipogenic gene targets (*Srebp1c*, *Scd1, Fasn)* (Fig1H, Supplementary Fig S4B).

### LXRα-mediated glucose uptake increases O-GlcNAc signaling in cardiomyocytes

Since no differences in mitochondrial capacity to utilize pyruvate was identified, we postulated that beneficial effects derived from LXRα-mediated enhanced glucose uptake involved alternate pathways of glycolytic metabolism. One such pathway is the hexosamine biosynthesis pathway (HBP) which culminates in the formation of O-GlcNAc, a posttranslational modifier of numerous proteins. The HBP has been demonstrated to be an essential signaling system in the failing heart (Watson *et al*, 2010), and accumulating evidence from *in vitro* and *ex vivo* systems shows that augmented O-GlcNAc levels via the HBP potentiates cytoprotection (Ngoh *et al*, 2010; Darley-Usmar *et al*, 2012). Using NRVMs, we tested the hypothesis that LXRα-mediated increases in glucose uptake would enhance substrate availability for O-GlcNAc. NRVMs transfected with Ad-LXRα showed significantly elevated 2-deoxyglucose (2-DG) levels of 1.8-fold compared to Ad-cont cells, which was further augmented 40% following PE stimulation (Fig6A). *Glut4* and *Glut1* mRNA levels were correspondingly increased (Fig6B and C). Next, we assessed whether enhanced glucose availability led to HBP activation and downstream formation of O-GlcNAc. Ad-LXRα cells displayed increased global protein O-GlcNAcylation that was further enhanced with PE (Fig6D). Administration of DON to inhibit HBP flux attenuated Ad-LXRα-increased O-GlcNAcylation (Fig6D), confirming the link between LXRα and HBP-O-GlcNAc signaling.

**Figure 6:**
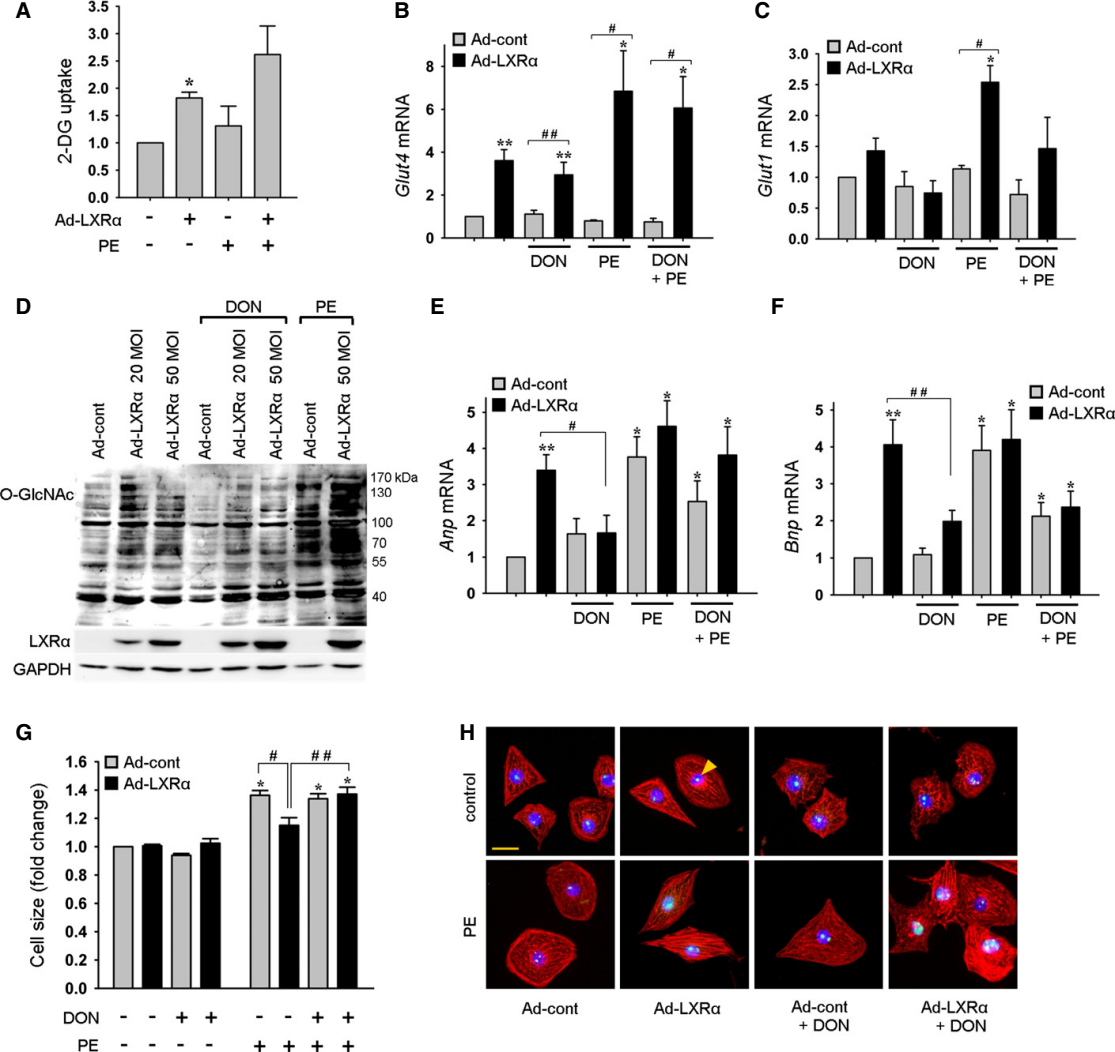
LXRα enhances glucose uptake and O-GlcNAc signaling via activation of the hexosamine biosynthetic pathway (HBP) in cultured cardiomyocytes Neonatal rat ventricular myocytes were transfected with Ad-LXRα or GL2 (Ad-cont), and treatments with phenylephrine (PE) and DON (inhibitor of HBP) were initiated for 24 h.
A Assessment of 2-deoxyglucose (2-DG) uptake from 4 independent experiments. *P = 0.03 versus Ad-cont.

B, C *Glut* mRNA expression determined by RT–PCR normalized to *36b4*, *n* = 5 per condition in the absence of PE, *n* = 4 per condition in the presence of PE. *P = 0.02 versus Ad-cont, **P = 0.008 versus Ad-cont, ^#^*P* = 0.03, ^##^*P* = 0.008.

D Western blot indicating Ad-LXRα- and PE-induced increases in global protein O-GlcNAcylation, which was abrogated following inhibition of HBP with DON. LXRα protein expression is shown, and GAPDH served as a loading control.

E, F Modulation of *Anp* and *Bnp* mRNA levels by Ad-LXRα-induced O-GlcNAc signaling. Gene expression as determined by RT–PCR normalized to *36b4*, *n* = 5 per condition in the absence of PE, *n* = 4 per condition in the presence of PE. *P = 0.02 versus Ad-cont, **P = 0.008 versus Ad-cont, ^#^*P* = 0.03, ^##^*P* = 0.02.

G Measurement of cell size, *n* = 5 per condition. *P = 0.008 versus Ad-cont, ^#^*P* = 0.02, ^##^*P* = 0.03.

H Representative images for the determination of cell size. Cells were stained with an antibody specific for LXRα (green, indicated by arrow), DAPI for nuclei (blue), and rhodamine-phalloidin for *F*-actin (red); scale bar = 50 μm. Data information: Data are means ± SEM and are reported as fold change with respect to control group; Kruskal–Wallis test followed by Mann–Whitney *U*-test was used for group comparisons. Source data are available online for this figure.

From our findings in LXRα-Tg mice, we speculated that increased myocardial natriuretic peptide expression (Fig2E) in conjunction with preference for glucose may, in part, be evidence of an endogenous cardioprotective stress response elicited via LXRα overexpression. The anti-hypertrophic properties of ANP and BNP are well established (Nishikimi *et al*, 2006). Ad-LXRα cells expressed both increased *Anp* and *Bnp* (3.2-fold and 3.8-fold, respectively), which were subsequently suppressed following DON inhibition, suggesting that their induction is linked to O-GlcNAc effector signaling (Fig6E and F). Further assessment of cellular hypertrophy indicated that DON inhibition of HBP flux also abolished the Ad-LXRα-mediated reductions in cell size that was increased upon PE stimulation (Fig6G and H).

Alternative experiments were performed with si-LXRα to address the causal relationship among LXRα expression, protein O-GlcNAc modification, and hypertrophy. Knockdown of LXRα led to comparatively higher levels of hypertrophic growth (Fig7A), and lower levels of O-GlcNAc following PE-induced cellular stress (Fig7B). Interestingly, gene expression analysis (Fig7C–F) revealed significant downregulation of *Anp* in LXRα-silenced cells (Fig7C).

**Figure 7:**
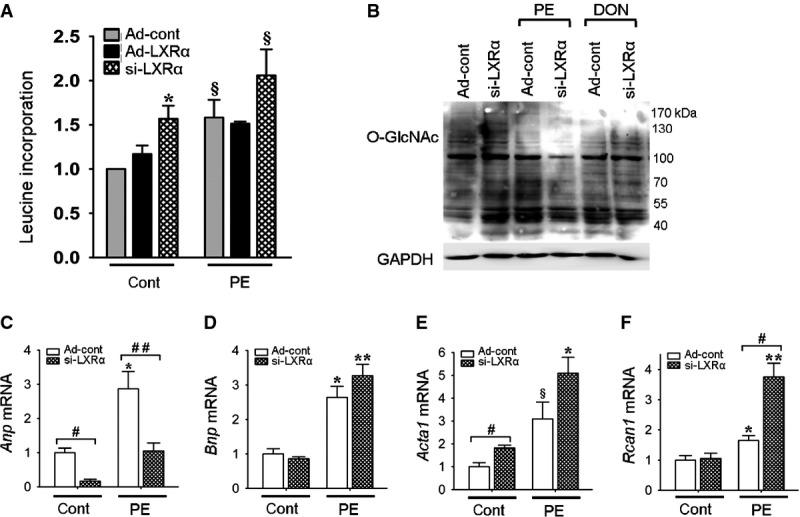
Knockdown of LXRα increases cellular hypertrophy in cultured cardiomyocytes Cells were transfected with Ad-LXRα, si-LXRα, or Ad-cont, in the absence or presence of phenylephrine (PE).
A Protein synthesis determined via leucine incorporation, *n* = 2–4 independent experiments. *P = 0.03 versus Ad-cont, ^§^*P* = 0.06 versus Ad-cont.

B Global O-GlcNAc protein expression with Western blot, GAPDH served as a control.

C–F mRNA expression, normalized to *36b4*, *n* = 6 per condition, except *n* = 5 for si-LXRα control. *Anp*: *P = 0.009 versus Ad-cont, ^#^*P* = 0.004, ^##^*P* = 0.009; *Bnp*: *P = 0.004 versus Ad-cont, **P = 0.002 versus Ad-cont; *Acta1*: *P = 0.002 versus Ad-cont, §*P* = 0.06 versus Ad-cont, ^#^*P* = 0.02; *Rcan1*: *P = 0.03 versus Ad-cont, **P = 0.004 versus Ad-cont, ^#^*P* = 0.004. Data information: Data are means ± SEM and are reported as fold change with respect to control group; Kruskal–Wallis test followed by Mann–Whitney *U*-test was used for group comparisons. Source data are available online for this figure.

### Transcriptional activators of natriuretic peptides are O-GlcNAc modified in LXRα-Tg hearts

Finally, to corroborate our *in vitro* findings, we assessed global protein O-GlcNAc levels from LV tissue lysates of mice overexpressing and deficient for LXRα. Most extensive O-GlcNAcylation was observed in LXRα-Tg hearts involving proteins between 40 and 55 kDa in size (marked in Fig8A). In contrast, loss of LXRα resulted in attenuated O-GlcNAc signal in response to TAC (Fig8B). To further identify specific O-GlcNAc targets, agarose wheat germ agglutinin (WGA) precipitation was performed to isolate nuclear GlcNAcylated proteins. Using antibodies specific for known transcription factors activating ANP and BNP (Morin *et al*, 2000; Hayek & Nemer, 2011), Western blot analysis revealed that GATA4 and Mef2c precipitated with WGA in LXRα-Tg hearts, but not with Nkx-2.5, suggesting that O-GlcNAc modification of GATA4 and Mef2c potentiates their activities (Fig8C and D). *N*-acetylglucosamine (GlcNAc), a competitor, served as a control.

**Figure 8:**
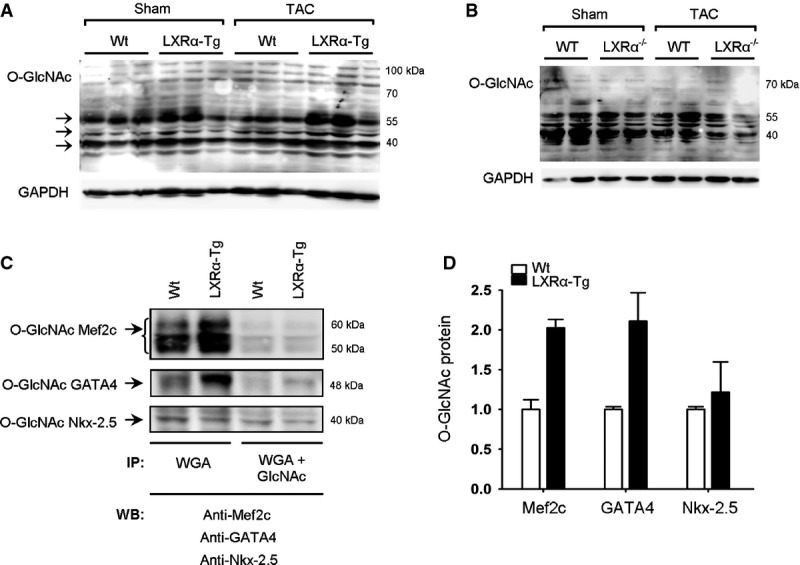
O-GlcNAcylation is increased with cardiac LXRα overexpression in mice A, B Western blot analyses of global protein O-GlcNAc levels in left ventricles of mice with either (A) cardiac-specific LXRα overexpression or (B) LXRα deficiency and subjected to 5 weeks TAC.

C, D Nuclear protein extracts were precipitated with agarose WGA in the absence or presence of GlcNAc, a competitor, and analyzed by Western blot with antibodies against Mef2c, GATA4, or Nkx-2.5, known transcription factors of natriuretic peptides; bands represent 3 pooled hearts per Wt and LXRα-Tg lanes, and (D) quantification is for *n* = 2, expressed as fold change. Data information: Data are means ± SEM. IP, immunoprecipitation; WGA, wheat germ agglutinin; GlcNAc, *N*-acetylglucosamine; WB, Western blot. Source data are available online for this figure.

In summary, these data indicate that cardiac LXRα integrates glucose metabolism and downstream O-GlcNAcylation with induction of cytoprotective natriuretic peptides to orchestrate an anti-hypertrophic response. Therefore, the energy-independent effects of glucose that, herein, are governed by LXRα may be an important salutary mechanism in modulating and preserving myocyte function (Fig9).

**Figure 9:**
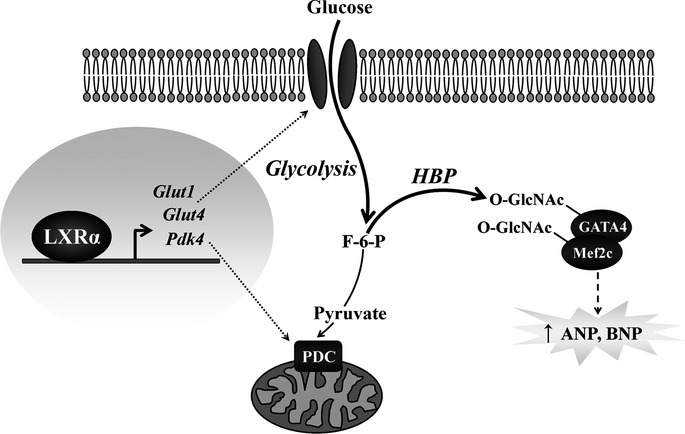
Schematic representation of LXRα-mediated glucose protection LXRα transcriptionally regulates glycolytic metabolism by targeting glucose utilization at distinct levels. Increased *Glut1* and *Glut4* enhance glucose uptake, and *Pdk4* regulates pyruvate oxidation in mitochondria. Subsequent increases in glycolytic flux activate the HBP, resulting in downstream O-GlcNAc modification of transcription factors inducing natriuretic peptide expression, a putative end effector mediating anti-hypertrophic effects in the heart. ANP, atrial natriuretic peptide; BNP, B-type natriuretic peptide; F-6-P, fructose-6-phosphate; Glut, glucose transporter; HBP, hexosamine biosynthesis pathway; Mef2c, myocyte enhancer factor 2C; O-GlcNAc, β-*O*-linkage of *N*-acetylglucosamine; PDC, pyruvate dehydrogenase complex; Pdk4, pyruvate dehydrogenase kinase 4.

## Discussion

In the present study, we describe a cardiac-specific overexpression model for LXRα in mice, and herewith, elucidate the significance of LXRα in modulating myocardial metabolism in pathological hypertrophy. We established that constitutive LXRα activation in murine hearts substantially diminished LV hypertrophy, adverse cardiac remodeling, and improved overall cardiac function following chronic pressure overload and Ang II stimulation. Using this model, we identified the intrinsic transcriptional regulatory mechanisms LXRα exerts in the heart and in counteracting hypertrophic stress. By principally modulating glucose pathways, LXRα functionally enhanced the capacity for myocardial glucose uptake, which was conversely impaired in hypertrophic hearts deficient for LXRα. Furthermore, increased glucose utilization via an energy-independent pathway resulted in the glycosylation of transcription factors inducing natriuretic peptide expression, which we identified as a putative end effector of LXRα-mediated protective effects in the heart.

The role of LXRα in protection against cardiac pathophysiology is not well established. This has been previously addressed in pharmacological studies using the LXR agonist, T09, and LXRα-null mice (Wu *et al*, 2009; Kuipers *et al*, 2010). Conceivably, these approaches are restrained by confounding variables associated with systemic LXR activation, which include lipogenic (Peet *et al*, 1998), anti-inflammatory (Zelcer & Tontonoz, 2006), and blood pressure lowering (Leik *et al*, 2007) effects. Moreover, T09 mediates its effects indiscriminately via other nuclear receptors since it is also a co-activator of farnesoid X receptor, pregnane X receptor, and retinoic acid receptor signaling (Houck *et al*, 2004; Mitro *et al*, 2007; Kumar *et al*, 2010). Selectively overexpressing cardiac LXRα in mice circumvented these confounding factors and afforded a system for delineating the heart-specific effects of LXRα. Using two diverse hypertrophic perturbations, we demonstrated that constitutive LXRα activation countervailed pathological growth and remodeling processes in the heart, including blunting the development of myocardial fibrosis, an observation in line with previous studies demonstrating the anti-fibrotic effects of LXRs in kidney (Tachibana *et al*, 2012) and in liver (Beaven *et al*, 2011). Cardiac LXRα also appears to influence early remodeling processes since less inflammation in association with decreased hypertrophy occurred at an earlier time point of 1 week post-TAC. LXRα-Tg mice may also be less susceptible to apoptosis, which is underscored by upregulation of Bcl2. Taken together, counteraction of inflammatory signaling and myocyte death may explain the attenuated development of fibrosis remodeling we observed after 5 weeks TAC.

In loss-of-function studies, LXRα^−/−^ mice did not develop significantly greater severity of hypertrophy with respect to WT, although function was worsened in LXRα-deficient hearts. This is in contrast to a previous report showing exacerbated hypertrophic response in LXRα^−/−^ mice (Wu *et al*, 2009). The discrepancy between LXRα overexpression and deficiency cannot be fully explained herein; however, our *in vitro* data indicate that, at the cellular level, there is a clear effect on hypertrophic growth in cardiomyocytes lacking LXRα, and thus, compensatory mechanisms may be operative in the intact heart. Interestingly, recent evidence from a genome-wide association study (GWAS) of electrocardiographic LV hypertrophy (LVH) found a genetic variant, or SNP, in the LXRα (*Nr1h3*) locus to be significantly associated with the LVH trait. Furthermore, expression QTL analysis showed a significant correlation between decreased expression of *Nr1h3* and increased LVH (P. Van der Harst, unpublished data, 2011), supporting an anti-hypertrophic role for LXRα.

Functionally, gene profiling in our model of cardiac-specific LXRα overexpression identified primary effects for LXRα on metabolic pathways, and further investigation into this metabolic profile revealed that myocardial glucose uptake in association with GLUT expression was significantly increased in LXRα-Tg hearts and in isolated cardiomyocytes. GLUT1 and GLUT4 have previously been elucidated as targets for transcriptional regulation by LXRs in adipose tissue and skeletal muscle (Ross *et al*, 2002; Dalen *et al*, 2003; Laffitte *et al*, 2003; Kase *et al*, 2005; Griesel *et al*, 2010). Myocardial glucose uptake capacity was enhanced in LXRα-Tg mice, and more importantly, when challenged with hypertrophic stress, these mice demonstrated an even more robust response versus that of Wt. Conversely, insufficient glucose uptake capacity that ensued in hypertrophic hearts deficient for LXRα resulted in a worsened functional outcome. The shift toward greater glucose reliance is believed to be an adaptive response that confers cardioprotection (Opie & Knuuti, 2009; Kolwicz & Tian, 2011), and evidence from other genetic mouse models renders further support for a role for glucose uptake in myocardial protection. Cardiac-specific overexpression of GLUT1 in mice increased glucose uptake and glycolysis which prevented the development of ventricular dysfunction and improved survival (Liao *et al*, 2002; Luptak *et al*, 2005), whereas reduced glucose utilization in GLUT4 knockout mice manifested greater hypertrophy and acceleration toward heart failure (Katz *et al*, 1995; Domenighetti *et al*, 2010). With cardiac insulin resistance and metabolic dysregulation known to precede the development of heart failure (Witteles & Fowler, 2008; Brouwers *et al*, 2013), strategies sensitizing the heart to glucose uptake may thus have clinically relevant implications in the long-term prognosis of heart failure.

Since glucose uptake rates were enhanced by LXRα activation, we hypothesized that this would also lead to downstream changes in energy-dependent pathways, causing increased mitochondrial oxidative capacity. However, we did not observe corresponding increases in oxidative capacity from pyruvate, suggesting that LXRα does not transcriptionally reprogram pathways for the enhancement of mitochondrial glucose utilization. In essence, excess glucose uptake and glycolysis appears to be partially uncoupled from mitochondrial oxidation and ATP synthesis in LXRα-Tg hearts, possibly via a regulatory effect of LXRα on *Pdk4*, which negatively regulates pyruvate dehydrogenase complex (PDC) activity. This is in contrast to previous reports showing that, in the protection against cardiac stress, GLUT1 overexpression corrected insufficient glucose utilization and oxidation caused by PPARα deficiency in mice (Luptak *et al*, 2005), and preserved mitochondrial energetic status (Liao *et al*, 2002). That glucose oxidative capacity is not increased in LXRα-Tg hearts may be due to the fact that mitochondrial oxidation rates are indeed normal and not compromised, and since myocardial contractility is unimpaired is evidence that ATP supply is sufficient to fuel contraction. Consequently, excess glucose uptake is neither stored nor oxidized, but is instead diverted into other glycolytic functions due to a modulatory effect of *Pdk4*.

Currently, the role of glucose signaling independent of its energy-providing effects is largely unaddressed in the hypertrophic and failing heart, but has been implicated to play an important role in myocyte function and survival (Kolwicz *et al*, 2013). Moreover, the fate of glucose is of interest given that increased glucose uptake and glycolysis in cardiac hypertrophy do not always result in concomitant increases in glucose oxidation (Allard *et al*, 1994; Wambolt *et al*, 1999; Doenst *et al*, 2013). Our data indicate that, by enhancing glucose flux, cardiac LXRα activates an ancillary pathway of glycolysis, the HBP, increasing levels of the posttranslational modifier, O-GlcNAc. Further, we establish that this pathway induces transcription of natriuretic peptides via glycosylation of GATA4 and Mef2c, transcriptional activators of ANP and BNP (Morin *et al*, 2000). It is interesting that LXRα-Tg hearts exhibit increased basal ANP and BNP mRNA levels without inducing the complete fetal gene response or displaying signs of cardiac dysfunction normally associated with their induction, suggesting that the expression of individual fetal genes is indeed regulated by distinct signal mechanisms. Nevertheless, the cardioprotective effects of natriuretic peptide signaling are well established (Nishikimi *et al*, 2006), and murine models with ablated natriuretic peptide signaling show increased propensity for cardiac hypertrophy and myocardial fibrosis (Tamura *et al*, 2000; Holtwick *et al*, 2003; Wang *et al*, 2003). Therefore, the anti-hypertrophic and anti-fibrotic potential of local ANP and BNP signaling may largely contribute to the protective phenotype observed in LXRα-Tg mice, an adaptive response mediated via transcriptional control of glucose-O-GlcNAc-dependent signaling by cardiac LXRα. Future studies aimed at elucidating additional O-GlcNAc targets should provide further insight into the link between myocyte metabolism and survival in the diseased heart.

In clinical cardiology, progressive cardiac remodeling often transitions into overt symptomatic heart failure, and although several effective treatments have been developed to prevent this transition, there remains a high residual risk. Alterations in myocardial substrate metabolism contribute to this progression; however, no metabolic modulators are part of the guideline-based therapy for heart failure. Promising pharmacological agents such as trimetazidine and perhexiline inhibit FA oxidation and indirectly cause a reciprocal shift to glucose utilization, yet drugs for direct glucose enhancement are not available. Our data indicate that targeting LXRα as a metabolic intervention to increase glucose metabolism profoundly influenced cardiac hypertrophy and remodeling, independent of hemodynamic or neurohormonal effects.

In conclusion, this study demonstrates that LXRα confers heart-specific protective effects in the attenuation of pathological LV hypertrophy and preservation of cardiac function. We identify LXRα as an important cardiac transcriptional regulator that further promotes the adaptive capacity for glucose uptake and utilization in cardiac hypertrophy. Furthermore, this study highlights the under-recognized potential for non-energy-dependent pathways of glycolysis such as the HBP in promoting cytoprotection. New generation LXR agonists with less lipogenic profiles are currently being developed, and we postulate that such agonists may be useful modulators of myocyte metabolism in the prevention of pathological cardiac remodeling and heart failure.

## Materials and Methods

For more detailed Methods, see the Supplementary Information.

### Animal models

The murine NR1H3 gene (GeneBank: NM_013839) was obtained from German Science Centre for Genomic Research (RZPD; clone # IRAVp968B0923D). This PCR product was amplified by polymerase chain reaction (PCR) and cloned into a previously described vector containing the cardiac-specific αMHC promoter (Gulick *et al*, 1991). Transgenic founders were obtained by pronuclear injection of the αMHC-LXRα construct into FVB oocytes. Transgene identification was performed by a PCR-based method using the following primers: sense 5′-CGGCACTCTTAGCAAACCTC-3′, antisense 5′-TGCTGACTCCAACCCTATCC-3′. Mice were backcrossed for at least three generations into the C57BL/6 (#000664, The Jackson Laboratory) genetic background. αMHC-LXRα (LXRα-Tg) mice were generated by the UMCG mouse clinic in collaboration with the Mayo Clinic (Rochester, NY, USA). For all experiments, non-transgenic littermates (Wt) served as controls.

Homozygous LXRα knockout mice (LXRα^−/−^; gift from Dr. Gustafsson) (Alberti *et al*, 2001) and matching C57BL/6BomTac wild-type (WT) mice were obtained from Taconic, Denmark.

### Experimental protocol

All experimental protocols were approved by the Institutional Animal Care and Use Committee at the University of Groningen. Male mice (8–10 weeks) were subjected to an infusion of angiotensin II (Ang II) (1.0 mg/kg/day) for 10 days, or pressure overload by transverse aortic constriction (TAC) for either 1 or 5 weeks. In subsequent studies, a subset of mice underwent sham/TAC for 5 weeks for further assessment of myocardial 2-deoxy-2-(^18^F)fluoro-D-glucose (FDG)-glucose uptake with microPET, or mitochondrial oxidative phosphorylation measurements. Cardiac function was determined with echocardiography and invasive hemodynamic monitoring, as previously described (Yu *et al*, 2013). LV tissue samples were used to perform expressional studies, immunohistochemical, and biochemical analyses.

### *In vitro* studies

Neonatal rat ventricular myocytes (NRVMs) were isolated from 1- to 3-day-old Sprague Dawley pups, as described (Lu *et al*, 2012). Recombinant adenovirus containing murine LXRα (Ad-LXRα) or silenced LXRα (si-LXRα) was used to infect NRVMs, and cells were treated with phenylephrine (PE) or 6-diazo-5-oxonorleucine (DON) (Sigma). Cellular glucose uptake and protein synthesis were assessed with 2-deoxyglucose (2-DG) and [^3^H]leucine assays, respectively.

### Statistical analysis

All data are presented as means ± standard error of the mean (SEM). Student’s paired 2-tailed *t*-test was used for two group comparisons. One-way ANOVA was performed to analyze differences for multiple-group comparisons, followed by Bonferroni *post hoc* analysis. Kruskal–Wallis test followed by Mann–Whitney *U*-test was used to analyze cell experiments. All results were tested at the *P* < 0.05 level of significance.

**The paper explained**

**Problem**

The heart responds to pathological stress by shifting myocardial substrate metabolism toward a greater reliance on glucose. Liver X receptors (LXRs) are nuclear receptors with described functions in lipid and glucose metabolism. Although it has been suggested that pharmacological LXR activation may protect the heart, lipogenic side effects of current LXR agonists preclude their clinical applicability, while the heart-specific effects of LXRs in cardiac pathophysiology and metabolism remain unknown.

**Results**

Here, we show that LXRα protects the heart from pathological cardiac remodeling. Using a transgenic approach to selectively overexpress LXRα in murine hearts, we demonstrate that the cardioprotective effects of LXRα are indeed heart specific in the attenuation of cardiac hypertrophy and myocardial fibrosis. LXRα overexpression markedly improved cardiac function, as assessed by echocardiography and invasive hemodynamics. Gene profiling revealed that LXRα transcriptionally reprograms metabolic pathways by upregulating a set of genes involved in glucose metabolism. This was functionally confirmed in isolated cardiomyocytes and *in vivo* with FDG-microPET scanning as LXRα overexpression markedly enhanced the capacity for glucose uptake in response to hypertrophic stress. Conversely, LXRα-deficient mice displayed an impaired adaptive capacity in augmenting glucose uptake. Further, cardiac LXRα overexpression promoted energy-independent utilization of glucose by activating the hexosamine biosynthesis pathway, resulting in downstream O-GlcNAc modification of transcription factors inducing natriuretic peptide expression, a putative end effector of LXRα-mediated anti-hypertrophic effects in the heart.

**Impact**

We identified LXRα to be a key cardiac transcriptional regulator that mediates an adaptive metabolic response to pathological cardiac stress. Targeting of LXRs as a metabolic intervention in cardiac hypertrophy and heart failure may therefore represent a promising therapeutic approach.

## Supporting Information

**Source Data for Supplementary Figure S9**

**Review Process File**

# Supplementary material for: Cardiac LXRα protects against pathological cardiac hypertrophy and dysfunction by enhancing glucose uptake and utilization
**Source:** EMBO Mol Med. 2015 Jul 14;7(9):1229–43. doi: 10.15252/emmm.201404669

Full unedited blots for Suppl Fig 5, panel A

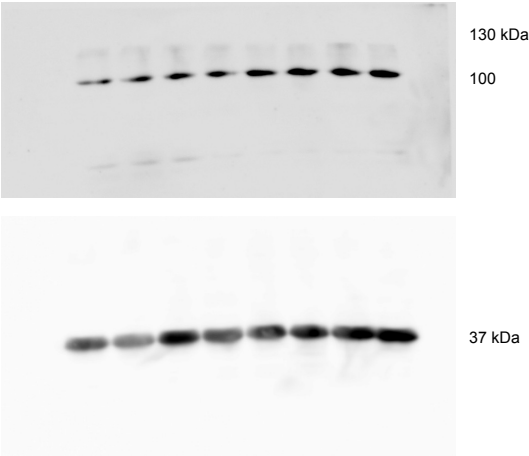

Full unedited blots for Suppl Fig 5, panel B

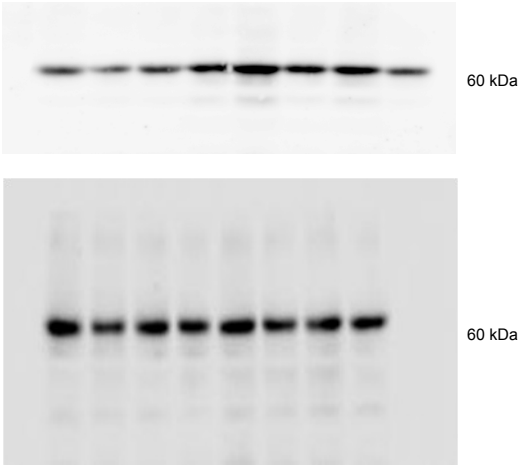

Full unedited blots for Suppl Fig 5, panel C

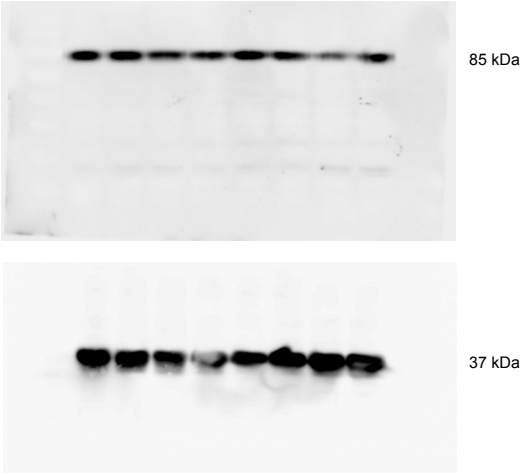

**Supplement:** Supplementary file 3

# Supplementary material for: Cardiac LXRα protects against pathological cardiac hypertrophy and dysfunction by enhancing glucose uptake and utilization
**Source:** EMBO Mol Med. 2015 Jul 14;7(9):1229–43. doi: 10.15252/emmm.201404669

Full unedited blots for Figure 8, panel A

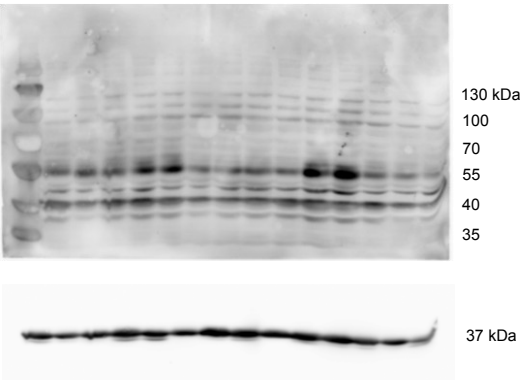

Full unedited blots for Figure 8, panel B

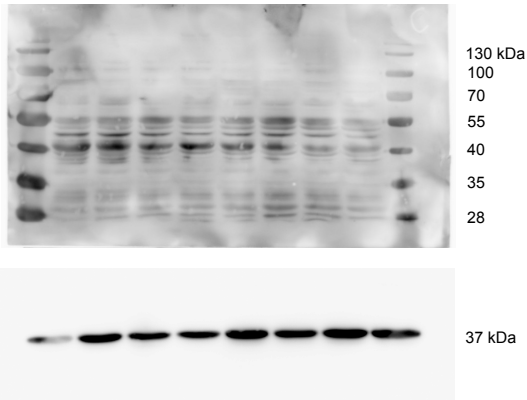

Full unedited blots for Figure 8, panel C

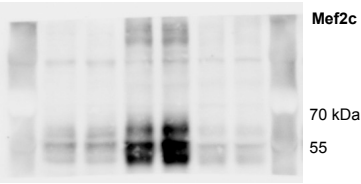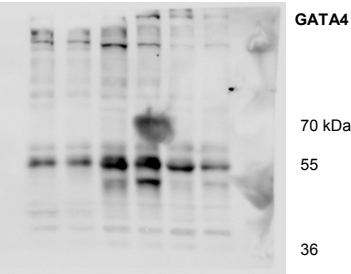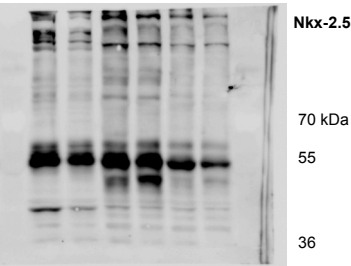

**Supplement:** Supplementary file 11

How the deposited data were processed for this re-analysis (not part of the article)

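LV RNA was profiled on 13 arrays of Illumina mouse BeadChips, 3 labelled Wt sham, 4 Wt TAC, 3 LXRα-Tg sham and 3 LXRα-Tg TAC. The labels do not state that each array is a separate mouse, so the p-values measure the spread between these arrays. Groups were taken from the sample labels, and the replicate numbers used here are running numbers. The record of the series gives 3 per group, and all 4 Wt TAC arrays were kept.

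The authors deposited 2 tables. The first holds, for each probe and array, a linear signal intensity made in GenomeStudio 2011.1 (the submitters' processing notes) with the background subtracted, as its negative values show, and not normalized between arrays. The same table holds the detection p-value that the authors' software gave each probe against the negative controls of its array. The other deposited table holds the authors' processed intensity values. Set against the first table, its columns rank the probes as the same array does in 13 of 13 cases (lowest Spearman correlation 0.999993), are on the same linear scale, are not centred by gene, and share 1 distribution with a median of 6.5 on every array, as after quantile normalization. The tool for that step is not given in the sources used here. It was used as an alternative.

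Per array, 9454 to 10392 probes of 25697 were detected at a detection p under 0.01, and the median signal of detected probes was 6.48 to 7.96 times the lowest. The number of arrays limits the precision. Of the probes, 23978 have 1 gene symbol in the platform table and 1719 none, and symbols were checked by Entrez number against the RefSeq gene table, which changed 0. No genome build was given for the probes, so no coordinates are printed.

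Signals were corrected with neqc of limma 3.58.1 in R 4.3.3 (normexp with the negative controls inferred from the detection p-values, offset 16, then quantile normalization). Probes detected on at least 3 arrays were kept (11028), and the probe with the highest mean stood for its gene (7837 genes). A group-means model was fitted to all 13 arrays with lmFit and eBayes (9 residual degrees of freedom), with 5 comparisons: LXRα-Tg sham against Wt sham, TAC against sham in each genotype, LXRα-Tg TAC against Wt TAC, and the difference of the TAC effects. Adjusted p-values are limma's with the adjustment of Benjamini and Hochberg, called under 0.05. The 25 gene lists, 11 of metabolism and 8 of cell type markers, were tested with camera (preset correlation 0.01, and with an estimated correlation) and with fry, and 2 lists with fewer than 4 measured members were not tested. The share of called genes in metabolic lists was tested with Fisher's exact test. Groups, comparisons, gene lists and alternatives were fixed before the data were examined. The genes named in the text are 30 fixed ones (those the paper names or uses as references, and Nnt as a strain check), the 10 with the largest change in each direction among those called in a comparison, and up to 4 called members of each list. Genes named outside this rule were chosen after their values were seen: Eif2s3y, Xist, Trpm6, Apoa1, Ttr, Alb (albumin), Igtp, Umod, Kap, Napsa, Sln, Fxyd2, Pdzk1, Oasl2, Asns, Scn4b, Gnl3l, Wif1, Klk1b26, Fstl4 and Slc22a4. The checks of the labels by Nr1h3 were also chosen after the data were seen.

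The fit was tested on simulated data with the means and spreads of these 7837 genes. Noise was drawn independently for each gene, with no wrong labels and no RNA of other organs, so recovery in the real data can be lower. In each comparison 100 genes were changed by each size, and 5 to 14 unchanged genes were called. For LXRα-Tg sham against Wt sham it recovered 72% of genes changed by 1 on the log2 scale and 98% of those changed by 2. For LXRα-Tg TAC against Wt TAC it recovered 83% and 98%, for TAC in Wt 79% and 94%, for TAC in LXRα-Tg 78% and 97%, and for the difference of the TAC effects 46% and 89%.

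Alternatives were the background correction, median scaling, the authors' processed values, the filter on dim probes, slide as a block, each slide alone, each array left out, only the groups compared, array weights, the mean of a gene's probes, a fold minimum of 1.5, the methods' t-test and the methods' ANOVA with Bonferroni. The paper's statistics section names Student's paired 2-tailed test for 2 groups and one-way ANOVA with Bonferroni for more. The labels pair no arrays, so the former was run unpaired. The latter was run as t-tests between 2 groups on the spread pooled over all 4, with each p multiplied by 4. No overall ANOVA test came first. The paper's text used here names no method for the arrays and refers to its Supplementary Information for more detail, which was not used here. Across samples, correlations were tested with 100000 permutations in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1), and figures were drawn with matplotlib 3.10.9. Supplementary Figs S3 and S4 and Supplementary Table S3 were not used here.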

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

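The tests of slide, sex, atrial tissue, the LXRα transcript and the labels were chosen only after the results they bear on were seen, as was the choice of Trpm6, Eif2s3y, Apoa1, Ttr and the albumin probe; the tests of liver and kidney RNA and of other splits of the arrays were set before their results were seen.

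The Nr1h3 signal went against the genotype label on 5 of 13 arrays. The tables argue against a faulty probe, since both Nr1h3 probes were high on the same arrays (0 on which they differed), and against silencing of the transgene alone, since 2 arrays labelled Wt carried the high signal. They also argue against an exchange only between Wt and LXRα-Tg labels of this series, since labels out of place numbered 1 more among LXRα-Tg than among Wt. Single wrong labels, or an exchange with samples outside the series, stay open, and no biological explanation for a high signal in Wt mice was tested. Whether the surgery labels are right was not tested either. If they are not, the effects of TAC as labelled are in doubt too. The 2 arrays labelled male without Eif2s3y signal, Wt sham replicate 1 and LXRα-Tg TAC replicate 3, add to the doubt about the labels, and 1 of them is also among the 5.

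The 124 genes called between the arrays labelled LXRα-Tg sham and Wt sham have a median change, taken in each gene's called direction, of 1.13 (median standard error 0.213), and slide as the whole cause is argued against, since 120 genes were called with slide as a block, 105 of them among the 124 (median change 1.06, standard error 0.204). For the 124 genes, which were chosen on these same arrays, sex and the amount of atrial tissue stay open: the median change was 1.04 without the 2 arrays lacking Eif2s3y (standard error 0.235) and 1.03 with the atrial marker mean as a covariate (standard error 0.28), and 0 were then called by limma, as the changes shrank and the standard errors grew. For the hypertrophy and matrix lists, fixed before the data were examined, both are argued against as the whole cause, since the differences of the list means, 1.24 and 0.96 as labelled (standard error 0.29 and 0.16), were 1.16 and 0.91 without those 2 arrays (0.33 and 0.19) and 1.19 and 0.84 with the covariate (0.40 and 0.20). The 3 against 3 arrays make 10 splits, too few for a share under 0.05; the real split called 124 genes (1 split as large, itself), and the highest other, the 3 arrays of slide 1 against the 3 of slide 2, called 55. A raised LXRα transcript is argued against as the cause of the difference between the labelled groups, for these lists and for the 124 genes. In both groups replicates 1 and 2 had low and replicate 3 had high Nr1h3. Its signal was 166, 310 and 27568 in Wt sham and 163, 397 and 25187 in LXRα-Tg sham. LXRα-Tg sham replicates 1 and 2, with low Nr1h3, lay at least 1.17 and 0.870 above Wt sham replicate 3, with high Nr1h3. Arrays of 1 sham group ranged over at most 0.361 and 0.223. These lists had the smallest adjusted p by camera in this comparison, so that order largely followed from choosing them, and its high-Nr1h3 side is 1 array. The genotype labels of LXRα-Tg sham replicates 1 and 2 and Wt sham replicate 3 are in doubt, and the test takes their surgery labels as right. If a surgery label is wrong, the test does not show what LXRα does in sham hearts. Another difference between the groups as labelled stays open.

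Liver and kidney transcripts were found in LV RNA. Of 30 markers listed for each organ, 14 of liver and 9 of kidney were detected on at least 1 array. The array labelled LXRα-Tg TAC replicate 1 held all 14 liver markers, and that labelled Wt sham replicate 3 held 8 of the 9 kidney markers. Every array held at least 5 and 2. Markers entered these totals by being detected, so a high share on the highest array follows in part from the choice. Induction by the LXRα transgene is argued against, since 2 of the 5 arrays with high Nr1h3 had a liver mean below that of the 13 arrays and Wt TAC replicate 4, with low Nr1h3, had 12 liver markers. Liver or kidney RNA in some samples may be the source: the marker means went together over the 13 arrays (Pearson 0.876, permutation p = 0.00016, adjusted 0.00048; Spearman 0.775, permutation p = 0.00274, adjusted 0.00411 over 6 relations; Pearson 0.651 without LXRα-Tg TAC replicate 1 and Wt sham replicate 3, 0.887 on slide 1 and 0.947 on slide 2). Of abundant liver transcripts, Apoa1 read 2011 on Wt sham replicate 3, 1784 on LXRα-Tg TAC replicate 1 and 674 on Wt TAC replicate 4, and Ttr 1890, 2086 and 1127; but the albumin probe read −13.1 to 3.6 throughout, which stands against liver RNA unless that probe fails. Of listed markers, 1 of 11 for lung and 3 of 12 for brain were detected on any array, against 14 of 30 for liver and 9 of 30 for kidney.

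Among the 4 Wt TAC arrays, the ratio of an extreme array's gap to the range passed Dixon's limit for 4 arrays in 7 of 73 measures, where chance gives a share of 0.05. On Wt TAC replicate 2 these were Nr1h3 (0.938) and Trpm6 (0.888), both high. On Wt TAC replicate 4 they were Rcan1 (0.851, high), Mef2c (0.886, low), Prkaa2 (0.877, low) and the cholesterol list (0.896, high). On Wt TAC replicate 1 the oxidative phosphorylation list was high (0.829349).

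The effect of TAC differed between the genotypes as labelled for 15 lists by limma camera on the difference itself, and for 0 with an estimated correlation. The median differences, LXRα-Tg minus Wt, were −0.92 for hypertrophy, −0.77 for the matrix, −0.51 for macrophage markers, −0.37 for inflammation and −0.31 for fibroblast markers. They were 0.45 for branched-chain amino acid breakdown, 0.38 for ion channels and calcium handling, 0.35 for LXR targets, 0.33 for the TCA cycle, 0.33 for cholesterol, 0.32 for FA synthesis, 0.27 for the pyruvate dehydrogenase complex, 0.26 for FA oxidation, 0.22 for glycolysis and 0.0967 for oxidative phosphorylation. Under median scaling the median of all genes was −0.37 in this comparison, and the medians of LXR targets (−0.0090), glycolysis (−0.06), the pyruvate dehydrogenase complex (−0.03), FA synthesis (−0.10), cholesterol (−0.00028) and oxidative phosphorylation (−0.12) were then below 0; glycolysis no longer passed camera.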

How the results depend on the processing

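The alternatives without the 5 arrays whose Nr1h3 goes against the genotype label, without the 6 whose Nr1h3 or Eif2s3y goes against the labels, without the 2 lacking Eif2s3y, and with the atrial marker mean as a covariate were chosen after the data were seen. No paired analysis was possible because the labels give the replicates no numbers. For changes of the value the cause was not tested, except that fewer arrays leave fewer degrees of freedom. Comparisons are given in the order LXRα-Tg sham against Wt sham (basal), TAC in Wt, TAC in LXRα-Tg, LXRα-Tg TAC against Wt TAC, and the difference of the TAC effects, with main counts of 124, 0, 0, 0 and 0 genes by limma (1260, 539, 552, 370 and 803 at an unadjusted p under 0.05). Signals near the floor limit dim genes: detected probes had a median signal 6.48 to 7.96 times the lowest.

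The basal count was 119 without background correction, 133 with the authors' processed values, 119 with the looser filter or at 1.5-fold, 120 with slide as a block and 141 with the mean of a gene's probes. Under median scaling it was 176 (174 higher and 2 lower, against 102 and 22), with the median of all genes at 0.15, 0.19, −0.17, −0.20 and −0.37 in the 5 comparisons; 3 lists passed between TAC groups and 46 genes, all lower, in the difference. With no filter the basal count was 71, and 3 lists passed between TAC groups; with the looser filter 5 lists passed in Wt after TAC. With slide as a block 1 gene, Oasl2, named after its value was seen, passed in LXRα-Tg after TAC.

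On slide 1 alone, 0 genes passed in the basal comparison, 53 in LXRα-Tg after TAC, 71 between TAC groups and 55 in the difference, with 2 lists in Wt, 4 in LXRα-Tg, 1 between TAC groups and 6 in the difference; the correlation of TAC effects was −0.0228 and the oxidative phosphorylation list in LXRα-Tg turned direction by camera (median 0.0097). Slide 1 holds 1 array of each LXRα-Tg group, assumed there to vary like the others. On slide 2 alone, 6 genes passed in the basal comparison and 7 in Wt after TAC, with 1 gene in the difference, 4 lists in Wt, 3 between TAC groups and 7 in the difference; the correlations turned to 0.0449 (TAC effects) and 0.00533 (genotype effects, −0.0135 in the main setting). With only the groups compared the basal count was 51. With array weights it was 475, with 1.19% of the higher (Fisher's exact test, p = 0.0476) and 9.29% of the lower genes (Fisher's exact test, p = 0.000256) in metabolic lists, 5 lists in Wt after TAC and a genotype correlation of 0.101.

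Camera with an estimated correlation called 0 lists in all 5 comparisons, and fry called 11, 0, 0, 0 and 2. The methods' t-test called 1036, 529, 474 and 359 genes at its unadjusted threshold. The methods' comparison with Bonferroni correction, run without an overall ANOVA test, called 522, 147, 151 and 75. Both called 0 after adjustment, the basal comparison included.

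Without the 5 arrays LXRα-Tg sham holds 1 array, and without the 6 Wt sham and LXRα-Tg sham hold 1 each, so those comparisons set 1 array against 2 or 1, assumed to vary like the other groups. Without the 5, 6 genes passed in the basal comparison, 1 in LXRα-Tg after TAC and 7 between TAC groups, with 1 list in Wt, 2 between TAC groups and 9 in the difference; the genotype correlation was 0.307 and Nr1h3 turned to 6.66. Without the 6, 4 and 6 genes passed, with 0 lists in Wt, 2 between TAC groups and 9 in the difference; the genotype correlation was 0.313, Nr1h3 was 6.45, the cholesterol list turned to 0.43 (basal), 0.024 (TAC in Wt) and −0.19 (difference) and the atrial list in Wt to −0.21. Without the 2 lacking Eif2s3y, 0 genes passed in the basal comparison, 1 list in Wt and 2 between TAC groups, and the correlation of TAC effects was −0.119. With the atrial covariate, 0 genes passed in the basal comparison and 3 lists between TAC groups, the genotype correlation was 0.0870 and the atrial list in Wt was −0.015.

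Leaving out each array in turn gave 0 to 129 basal genes (0 without Wt sham replicate 1 or LXRα-Tg sham replicate 2, 12 without Wt sham replicate 2, 11 without LXRα-Tg sham replicate 3, 48 without LXRα-Tg sham replicate 1) and 11 to 15 lists, 0 to 3 genes and 1 to 12 lists in Wt after TAC, 0 genes and 7 to 12 lists in LXRα-Tg, 0 genes and 2 to 6 lists between TAC groups, and 0 to 2 genes and 10 to 15 lists in the difference. The correlation of TAC effects ranged from −0.408 to −0.143 and that of genotype effects from −0.179 to 0.159; the metabolic share ranged from 0 to 1.41% of higher and 0 to 7.69% of lower genes.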

Differences from the paper's values

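Alternatives named as set before the data were examined are those listed in the processing summary; the others in this part were chosen after the data were seen.

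The paper's LXRα mRNA in LXRα-Tg over Wt is 130-fold, by RT-PCR in unoperated mice of another age; on the arrays labelled LXRα-Tg sham against Wt sham, Nr1h3 was at 0.888-fold. In the 24 settings fixed before the data were examined it lay between 0.102- and 4.22-fold, and 0 of them came within the paper's value. Without the 5 arrays that go against their genotype label, chosen after seeing the values by this same gene, Nr1h3 was 101.03-fold higher in sham hearts (log2 6.66) and 100.44-fold after TAC (log2 6.65). Keeping arrays by this gene's own level largely fixes these folds, so their nearness to the paper's value (within 1.5 times) is no check. The probe lies near the top of the signal range on the high arrays, so the folds can be understated. The sham value rests on 1 LXRα-Tg sham array, and 0 of the 124 genes called here in the basal comparison were then called (median change 1.15, median standard error 0.298, against 1.13 and 0.213).

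The paper's share of upregulated genes in metabolic pathways in hypertrophic LXRα-Tg hearts is over 50%. Here 8 of the 146 genes higher in LXRα-Tg TAC than in Wt TAC at an unadjusted p under 0.05 were in the metabolic lists (5.48%), with 0 genes called after adjustment by limma. Over the 24 settings fixed before the data were examined this share lay between 1.35% and 6.17%. The metabolic lists hold 233 of the genes tested (2.97%), so these settings could hardly come within the paper's value, and 0 did. Among genes higher in LXRα-Tg TAC than in LXRα-Tg sham at an unadjusted p under 0.05, another reading of the paper's statement, 18 of 243 were (7.41%), again with 0 called after adjustment by limma. The paper's text used here states no threshold or pathway database for the arrays, and the lists used here are narrower than all metabolic pathways.

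Fig 4A shows most genes upregulated in LXRα-Tg as metabolism, without saying in which hearts, and the paper's text cites it for basal overexpression; here 1 of 102 genes that rose in the basal comparison was in a metabolic list (0.98%) and 1 of 22 that fell (4.55%), and at an unadjusted p under 0.05 they held 4 of 732 higher (0.55%) and 45 of 528 lower genes (8.52%). The paper reports Glut1, Glut4 and Pdk4 as raised in LXRα-Tg hearts by RT-PCR, and GLUT1 and GLUT4 as raised in protein (Fig 4E). The arrays gave log2 fold changes of −0.14, −0.34 and −0.51 in sham hearts, and 0.19, −0.12 and 0.75 after TAC, none past limma's test. The paper also reports Scd1 and Pgc1a raised at baseline by RT-PCR (Fig 1H). In sham hearts mean log2 Scd1 was 8.30 in LXRα-Tg and 8.98 in Wt, and Ppargc1a (Pgc1a) 8.60 and 9.16, neither called. LXRα-Tg sham replicates 1 and 2 and LXRα-Tg TAC replicate 3 had low Nr1h3, and Wt sham replicate 3 and Wt TAC replicate 2 high Nr1h3. These changes are thus no clean comparison of LXRα-Tg with Wt hearts. The paper gives glutathione metabolism as an example of the raised pathways; its median here was 0.0092 after TAC, and in the basal comparison Gpx7 alone of its genes rose in the test over all genes (0.73), with 2 higher and 1 lower when adjusted over the list alone.

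The paper describes parallel effects of TAC in both genotypes, with FA metabolism down and matrix pathways up. Here the effects had a correlation of −0.348 across genes, between groups as labelled, whose surgery labels were not checked. In Wt the medians had the paper's signs, 0.31 for the matrix and −0.09 for FA oxidation; the matrix passed camera (adjusted p = 9.2e-06; adjusted p = 0.508 with an estimated correlation), FA oxidation did not, and its median was 0.07 under median scaling. In LXRα-Tg they were −0.46 and 0.21. On slide 2 alone, a setting fixed before the data were examined, the correlation was 0.0449. The paper shows no abnormal myocytes or collagen deposition in unoperated LXRα-Tg hearts by histology (Fig 1G). It also shows heart weights of sham-operated Wt and LXRα-Tg mice that were alike (Fig 2A). On the arrays labelled LXRα-Tg sham, after a sham operation, 17 matrix genes and 5 hypertrophy genes rose, among them Myh7 (2.81). Myh7 read 890 and 764 on replicates 1 and 2 of that group, whose Nr1h3 was low. On replicate 3, whose Nr1h3 was high, Myh7 read 132, against 32.0 to 63.1 on the Wt sham arrays. By RT-PCR, the paper reports fetal genes switched back on after TAC in both genotypes, less so in LXRα-Tg (Fig 2E). On the arrays labelled LXRα-Tg, mean log2 Acta1 was 14.49 in sham and 13.33 after TAC, Rcan1 12.10 and 10.91, and Myh7 8.78 and 6.03. On those labelled Wt, the values were 12.12 and 13.30, 10.24 and 10.67, and 5.97 and 6.50. In neither genotype did a gene pass limma's test after TAC. The paper also reports raised basal Anp and Bnp in LXRα-Tg mice; here Nppa had 1.60 (limma adjusted p = 0.135) and Nppb 1.20 (0.340), in the paper's direction and not past the test; their signals on the LXRα-Tg sham arrays (20025 to 32019 and 20466 to 23114) lie high in the range of the arrays, Nppa near its top, so both changes can be understated.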

Other observations

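The correlations across arrays and the genes Trpm6, Igtp, Umod, Kap, Napsa, Sln, Fxyd2, Pdzk1, Asns, Scn4b, Gnl3l, Wif1, Klk1b26, Fstl4 and Slc22a4 were chosen after the data were seen; the chromosome windows and the splits of the arrays were planned.

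In the arrays labelled LXRα-Tg sham, genes of oxidative phosphorylation and of ion channels and calcium handling lay lower than in those labelled Wt sham. The medians were −0.15 over 69 genes (limma camera adjusted p = 5.7e-05, and 0.206 with an estimated correlation) and −0.26 over 18 genes (camera adjusted p = 0.00549, and 0.149 with an estimated correlation). Inflammation genes lay higher, with a median of 0.33 over 15 genes (adjusted p = 0.0179; adjusted p = 0.225 with an estimated correlation), and macrophage markers by 0.58 (adjusted p = 5.3e-05; adjusted p = 0.149 with an estimated correlation). Fibroblast markers had a median of 0.33 (adjusted p = 4.1e-05; adjusted p = 0.0808 with an estimated correlation), 3 of them shared with the matrix list. Endothelial markers (0.22), smooth muscle and pericyte markers (0.0042, with Cspg4 called at 0.62), adipocyte markers (−0.15), the unfolded protein response (−0.03), FA synthesis (−0.16) and cholesterol synthesis (−0.09) did not pass camera. Markers of lymphocytes and red blood cells had too few measured genes to test. In LXRα-Tg after TAC, the TCA cycle (0.23, adjusted p = 0.000722; adjusted p = 0.222 with an estimated correlation) and branched-chain amino acid breakdown (0.24, adjusted p = 0.000115; adjusted p = 0.222 with an estimated correlation) lay higher.

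Over the 13 arrays, the means of the hypertrophy and matrix lists, which share 1 gene, went together (Pearson 0.905, permutation p = 6.0e-05, adjusted 0.00036; Spearman 0.934, permutation p = 1.0e-05, the smallest the permutations can give, adjusted 6.0e-05). Pearson's r was 0.853 without LXRα-Tg sham replicates 1 and 2, 0.984 on slide 1 and 0.833 on slide 2. Hypertrophy and FA oxidation went opposite ways (Pearson −0.762, permutation p = 0.00281, adjusted 0.00391; Spearman −0.835, permutation p = 0.00069, adjusted 0.00158; −0.789 without the same 2 arrays, −0.786 on slide 1 and −0.708 on slide 2). So did hypertrophy and branched-chain amino acid breakdown (Pearson −0.775, permutation p = 0.00145, adjusted 0.0029; Spearman −0.830, permutation p = 0.00079, adjusted 0.00158; −0.796 without those 2, −0.830 on slide 1 and −0.757 on slide 2), and the matrix and FA oxidation (Pearson −0.753, permutation p = 0.00326, adjusted 0.00391; Spearman −0.747, permutation p = 0.00427, adjusted 0.00512; −0.712 without Wt sham replicate 1 and LXRα-Tg sham replicate 2, −0.807 on slide 1 and −0.607 on slide 2). Hypertrophy and atrial markers gave Pearson 0.448 (permutation p = 0.123, adjusted 0.123), Spearman 0.374 (permutation p = 0.209, adjusted 0.209), and 0.464, 0.347 and 0.453 in the same order. These are 6 relations with that of liver and kidney markers, and a correlation over labelled groups holds group differences too.

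Trpm6, a magnesium channel, followed Nr1h3: its first probe read 14365 to 21161 on the 5 arrays with high Nr1h3 and −1.4 to 72.2 on the others, its next probe 9523 to 13120 against −8.6 to 45.0, and the last was detected on 0 arrays. Without the 5 arrays that go against their label, the genes called in the basal comparison, where LXRα-Tg sham then holds 1 array against 2 of Wt sham and is assumed to vary like the other groups, were Nr1h3 (6.66), Asns (1.85) and Bcl2 (1.69), Trpm6, detected on 0 of those 2 Wt sham arrays, and Scn4b and Gnl3l, both lower and not detected on that LXRα-Tg sham array; for these 3 no fold is given. Between TAC groups they were Nr1h3 (6.65), Trpm6 (9.01), Wif1 (2.78), Klk1b26 (2.39), Scn4b (−2.37), Fstl4 (2.24) and Slc22a4, higher and detected on 0 of the 3 Wt TAC arrays left, with no fold given; Trpm6, Wif1 and Klk1b26 were detected on 2 of those 3. The arrays left out were chosen by Nr1h3, so these calls describe arrays whose label and Nr1h3 go together and are no independent result.

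On the array labelled Wt sham replicate 3, Igtp, an interferon-induced GTPase, read 3466 (124 to 515 on the others), and the kidney transcripts Umod and Kap read 246 and 240. Napsa, Sln, Igtp, Kap, Fxyd2 and Pdzk1 were the 6 genes called on slide 2 alone in the basal comparison, where that array is the lone Wt sham array.

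The founders were made in FVB oocytes and crossed to C57BL/6, so genes near the insertion could differ by strain. The 124 genes, 123 of them with a position in the mouse gene table, did not crowd into windows of 10 Mb (largest window 5 genes, one-sided permutation p = 0.699 from 10000 random draws), 5 Mb (5 genes, permutation p = 0.255) or 20 Mb (8 genes, permutation p = 0.145). The alternative without Wt sham replicate 1 called 0 genes by limma, so the windows rest on the same arrays as the count. In both labelled sham groups replicates 1 and 2 had low and replicate 3 had high Nr1h3. Genes near the insertion that go with the transgene could thus hardly be called, and the windows cannot test for them.

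Where a comparison called 0 genes by limma, other splits of its arrays cannot give fewer, so chance is not excluded: 35 of 35 splits gave at least as many for TAC in Wt (highest other 9), 35 of 35 between TAC groups (highest other 3) and 100 of 100 drawn for the difference of the TAC effects (highest other 2). For TAC in LXRα-Tg the 10 splits are too few for a share under 0.05 (10 as large, real count 0, highest other 0). The genotype effects in sham hearts and after TAC had a Pearson correlation across genes of −0.0135 and a Spearman correlation of 0.0664.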
